# Phenotypic and transcriptional response to selection for alcohol sensitivity in *Drosophila melanogaster*

**DOI:** 10.1186/gb-2007-8-10-r231

**Published:** 2007-10-31

**Authors:** Tatiana V Morozova, Robert RH Anholt, Trudy FC Mackay

## Abstract

**Background:**

Alcoholism is a complex disorder determined by interactions between genetic and environmental risk factors. *Drosophila *represents a powerful model system to dissect the genetic architecture of alcohol sensitivity, as large numbers of flies can readily be reared in defined genetic backgrounds and under controlled environmental conditions. Furthermore, flies exposed to ethanol undergo physiological and behavioral changes that resemble human alcohol intoxication, including loss of postural control, sedation, and development of tolerance.

**Results:**

We performed artificial selection for alcohol sensitivity for 35 generations and created duplicate selection lines that are either highly sensitive or resistant to ethanol exposure along with unselected control lines. We used whole genome expression analysis to identify 1,678 probe sets with different expression levels between the divergent lines, pooled across replicates, at a false discovery rate of *q *< 0.001. We assessed to what extent genes with altered transcriptional regulation might be causally associated with ethanol sensitivity by measuring alcohol sensitivity of 37 co-isogenic *P*-element insertional mutations in 35 candidate genes, and found that 32 of these mutants differed in sensitivity to ethanol exposure from their co-isogenic controls. Furthermore, 23 of these novel genes have human orthologues.

**Conclusion:**

Combining whole genome expression profiling with selection for genetically divergent lines is an effective approach for identifying candidate genes that affect complex traits, such as alcohol sensitivity. Because of evolutionary conservation of function, it is likely that human orthologues of genes affecting alcohol sensitivity in *Drosophila *may contribute to alcohol-associated phenotypes in humans.

## Abstract 2

Gene-expression profiling combined with selection for genetically divergent *Drosophila *lines either highly sensitive or resistant to ethanol exposure has been used to identify candidate genes that affect alcohol sensitivity, including 23 novel genes that have human orthologs.

## Background

Alcohol abuse and alcoholism are significant public health problems throughout the world. In the United States alone, they affect approximately 14 million people at a health care cost of $184 billion per year [1].

Identifying genes that predispose to alcoholism in human populations has been hampered by genetic heterogeneity and the inability to control environmental factors, and the reliance on complex psychiatric assessments and questionnaires to quantify alcohol-related phenotypes. Despite these disadvantages, studies in ethnically defined populations have implicated alleles of alcohol dehydrogenase, aldehyde dehydrogenase, the GABA_A _receptor complex, and the serotonin 1B receptor as contributing to variation in alcohol sensitivity (reviewed in [2-5]). Recently, large scale gene expression profiling identified candidate alcohol responsive genes in human brains [6-10], including genes that encode proteins involved in myelination, neurodegeneration, protein trafficking as well as calcium, cAMP, and thyroid signaling pathways. It is, however, difficult to design large scale experiments in humans to verify causal roles for these candidate genes.

Studies in mice have provided further support for important roles of serotonin, GABA_A _and dopamine receptors as well as opioid peptides (reviewed in [11,12]) in modulating the effects of alcohol. In addition, four classes of protein kinases, PKA, PKC, PKG and Fyn kinase, have been identified as critical mediators of the effects of alcohol [13-16]. Changes in brain gene expression following exposure to alcohol have also been observed in inbred mouse strains for multiple genes associated with the Janus kinase/signal transducers and activators of transcription, the mitogen activated protein kinase pathways, and retinoic acid mediated signaling [17].

With its well annotated genome and amenability to powerful genetic manipulations, *Drosophila *presents an attractive model organism for studies on the genetic architecture of alcohol sensitivity [18,19]. Although flies do not exhibit addictive behavior according to the formal criteria for diagnosing substance abuse disorders in humans [5], alcohol sensitivity and the development of alcohol tolerance in flies show remarkable similarities to alcohol intoxication in vertebrates, suggesting that at least some aspects of the response to alcohol may be conserved across species [20]. Moreover, two-thirds of human disease genes have orthologues in *Drosophila *[21]. Exposing flies to low concentrations of ethanol stimulates locomotor activity, whereas high concentrations of ethanol induce an intoxicated phenotype, characterized by locomotor impairments, loss of postural control, sedation and immobility [22,23].

Studies to date have used mutant screens and expression profiling of flies after exposure to alcohol and after development of tolerance to identify genes associated with ethanol sensitivity in *Drosophila *[19,24-29]. An alternative strategy to discover genes affecting complex behaviors is to combine artificial selection for divergent phenotypes with whole genome expression profiling [3,30-33]. The rationale of this approach is that genes exhibiting consistent changes in expression as a correlated response to selection are candidate genes affecting the selected trait [33].

Here, we performed 35 generations of artificial selection from a genetically heterogeneous base population to derive replicate lines that are sensitive or resistant to ethanol exposure, as well as unselected control lines. We used whole genome transcriptional profiling to identify genes that are differentially expressed between the selection lines. Functional tests of mutations in 35 of the differentially expressed genes confirmed 32 novel candidate genes affecting alcohol sensitivity, including three (*Malic enzyme*, *nuclear fallout and longitudinals lacking*) that have been previously associated with alcohol sensitivity and/or tolerance in *Drosophila *[19]. A high proportion of this subset of candidate genes (72%) has human orthologues and their human counterparts are, therefore, relevant candidate genes that may predispose to alcohol sensitivity and alcohol abuse in human populations.

## Results

### Phenotypic response to artificial selection for alcohol sensitivity

We constructed a heterogeneous base population from isofemale lines sampled from a Raleigh natural population and used artificial selection to create replicate genetically divergent lines with increased resistance (R) or sensitivity (S) to ethanol exposure. We also generated replicate unselected control (C) lines to enable us to monitor the symmetry of the response and genetic drift. Lines had established maximum divergence after 25 generations of selection. At generation 25, the mean elution time (MET) for the replicate control lines (C1 and C2) was MET = 7.4 minutes and MET = 8.8 minutes, respectively; for the replicate sensitive lines (S1 and S2), MET = 2.9 minutes and MET = 2.7 minutes, respectively; and for the replicate resistant lines (R1 and R2), MET = 17.6 minutes and MET = 19.3 minutes, respectively (Figure 1a). Thus, the R and S replicate lines diverged from each other by an average of 15.65 minutes at generation 25. The response to selection was symmetrical. Realized heritability estimates from the divergence between R and S lines over 25 generations were *h*^2 ^= 0.081 ± 0.0097 (*P *< 0.0001) and *h*^2 ^= 0.069 ± 0.0096 (*P *< 0.0001) for the respective replicates (Figure 1b). After generation 25 there was almost no response to selection. Realized heritability estimates from the divergence between R and S lines from generation 25 to 35 were *h*^2 ^= -0.056 ± 0.036 (*P *= 0.1567) and *h*^2 ^= 0.0031 ± 0.027 (*P *= 0.91) for the respective replicates.

**Figure 1:**
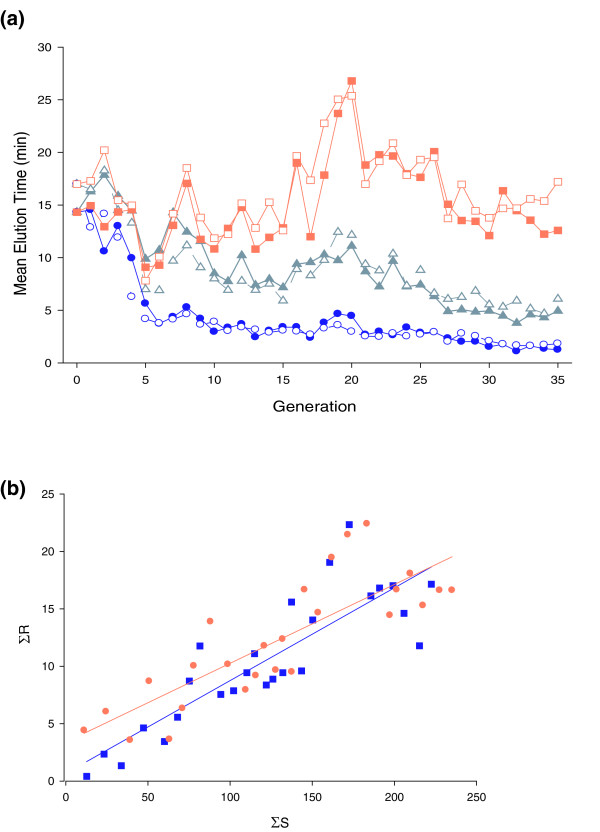
Phenotypic response to selection for alcohol sensitivity. **(a) **MET for selection lines. Resistant lines are shown as orange squares, control lines as grey triangles, and sensitive lines as blue circles. Solid lines and shapes represent replicate 1; dashed lines and open shapes denote replicate 2. **(b) **Regressions of cumulative response on cumulative selection differential for divergence between resistant and sensitive selection lines. The blue line and squares represent replicate 1; the orange line and circles denote replicate 2.

### Correlated phenotypic responses to selection for alcohol sensitivity

Exposure to alcohol affects locomotion [22,23]. Furthermore, in human populations excessive alcohol consumption can give rise to aggressive and violent behaviors [34-36]. Alcohol sensitivity also depends on metabolic and physiological state [37-41]. In addition, exposure to alcohol results in an acute down-regulation of the expression of a group of odorant receptors and odorant binding proteins [19], which raises the question whether artificial selection for alcohol sensitivity would be associated with a reduction in olfactory ability. To assess whether the response to selection was specific for alcohol sensitivity or whether other phenotypes underwent correlated selection, we tested the selection lines for locomotion, aggression, starvation resistance, and olfactory behavior.

We found no differences in locomotor behavior among the selection lines using either an assay for locomotor reactivity (F_2,3 _= 3.14, *p *= 0.18; Figure 2a) or a climbing assay (F_2,3 _= 1.48, *p *= 0.36; Figure 2b). The selection lines also did not differ in the number of aggressive encounters under conditions of competition for limited food (F_2,3 _= 3.10, *p *= 0.19; Figure 2c). Selection lines also did not differ in starvation resistance (F_2,3 _= 0.56, *p *= 0.64; Figure 2d). Finally, there was no correlation between alcohol sensitivity and olfactory avoidance behavior over a range of concentrations of the repellent odorant benzaldehyde (F_2,3 _= 0.40, *p *= 0.70; Figure 2e) (although there were significant differences between replicates of selection lines in avoidance response (F_3,3 _= 455.36, *p *= 0.0002), with line S2 showing reduced olfactory responsiveness). Our results, therefore, indicate that the response to selection was specific for alcohol sensitivity.

**Figure 2:**
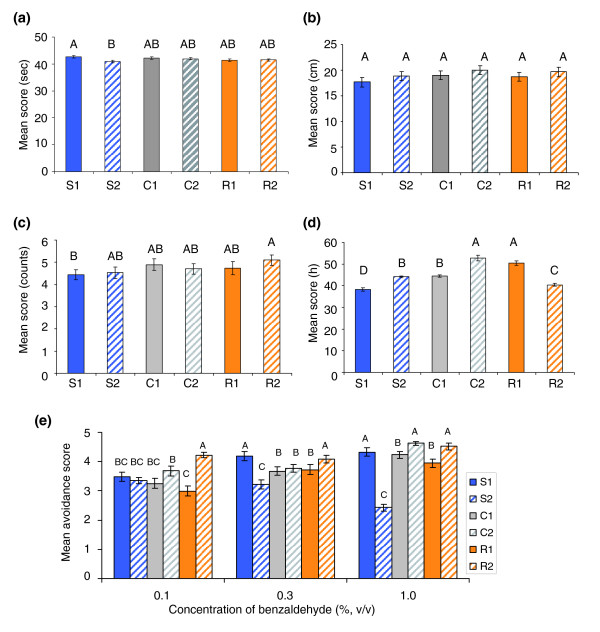
Correlated phenotypic responses to selection. Lines with the same letter are not significantly different from one another at *p *< 0.05. Resistant lines are colored orange, control lines grey, and sensitive lines blue. Solid lines and bars represent replicate 1; dashed bars and lines denote replicate 2. **(a) **Locomotor reactivity; **(b) **climbing behavior; **(c) **aggression behavior; **(d) **starvation resistance; **(e) **olfactory avoidance behavior. Error bars indicate standard errors.

### *Alcohol dehydrogenase* gene frequencies

*Drosophila *encounters ethanol in its natural habitat, as flies feed on fermented food sources. Natural selection, at least under some environmental conditions, affects allele frequencies of the *Alcohol dehydrogenase *(*Adh*) locus, which is polymorphic for two allozymes, which differ by a single amino acid (T192K), designated Slow and Fast, based on their gel migration profile [42,43]. Fast homozygotes have a higher level of enzymatic activity than Slow homozygotes and a higher tolerance to alcohol in laboratory toxicity tests [44-46].

To assess whether differences in alcohol sensitivity in our selection lines could be attributed in part to the Slow and Fast electrophoretic alleles of *Adh *[45,47], we developed a single nucleotide polymorphism marker for this polymorphism and measured allele frequencies in our selection lines. Frequencies of the Fast allele in the replicate control lines were 0.79 and 0.24. The R1 and R2 replicate lines had Fast allele frequencies of 0.42 and 0.58, respectively. However, in both the sensitive selection lines the Slow allele was fixed. Previous studies have shown that flies homozygous for the Slow *Adh *allele are more sensitive to alcohol [46].

### Transcriptional response to selection for alcohol sensitivity

We used Affymetrix high density oligonucleotide microarrays to assess whole genome transcript abundance in three- to five-day-old flies of the selection lines at generation 25. 

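Transcript abundance was measured on 24 arrays, from 2 RNA pools of 15 virgin flies for each sex of each of 6 lines, at 3 to 5 days of age. The lines were the 2 resistant lines (R1 and R2), the 2 sensitive lines (S1 and S2) and the 2 unselected control lines (C1 and C2). The sample labels add that flies met ethanol vapor before their RNA was taken, which the paper's account of the arrays does not mention. The authors summarized the probe intensities of each of 18952 probe sets as a Signal with MAS5 and deposited it on a linear scale. The paper's methods state a scaling to a median of 500. Across the arrays, the trimmed mean of Signal was 499.6 to 499.7, whereas the median over non-control probe sets was 130.9 to 149.8 in males and 55.74 to 81 in females. Signal was set to at least 1 and log2 transformed, without further scaling. The analysis covered 11838 non-control probe sets, as many as the paper kept, ranked by the Signal that 12 of the arrays reached, which was at least 50.4. Each was fitted with limma, with 1 mean per line and sex, and probe sets with a line effect or a line by sex interaction at an adjusted p under 0.001 entered the contrasts at p under 0.05. Differences are given as the mean log2 Signal of the resistant minus the sensitive lines, with sexes averaged, and their standard errors come from the spread between RNA pools. Across probe sets, which are not independent replicates, the 2 pools of a line and sex had correlations of 0.978 to 0.986 in males and 0.958 to 0.974 in females. Between the 2 pools of S1 females, the flight muscle transcripts *fln*, *TpnC4* and *Act88F* differed by 3.84 to 5.35 on the log2 scale, and 1473 probe sets differed over 2-fold. The median difference of the 3 transcripts was -1.95 in C1 males and -1.61 in R1 males. In data simulated without line differences, the rule called 132 of 200 probe sets changed by a log2 of 1, 36 of 200 changed by 0.5 and 0 unchanged ones. In data simulated with differences between lines alone, drawn without regard to selection but with a spread taken from these 6 lines, it called 1082 probe sets. The number of arrays, 2 per line and sex, limits the precision, as does the number of lines, 2 per selection group.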

Raw expression data have been deposited in NCBIs Gene Expression Omnibus [48] and are accessible through GEO series number (GSE 7614).

We used a stepwise procedure to analyze the data. First, we used factorial ANOVA to quantify statistically significant differences in transcript levels for each probe set on the array. 

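*Yp1*, which encodes a yolk protein, had a Signal of 18740 ± 1769 (SD, n = 4 pools) in resistant females and 14.7 ± 13.5 (SD, n = 4) in resistant males. *Acp63F*, which encodes a protein of the male accessory gland, had a Signal of 10570 ± 1233 (SD, n = 4) in resistant males and 1.08 ± 0.53 (SD, n = 4) in resistant females. Among the lines, the cytochrome P450 gene *Cyp6a23* and the digestive protease genes *Jon99Fi* and *Jon44E* differed at adjusted p-values of 3.24e-12, 3.95e-12 and 3.63e-13 from limma. On the log2 scale, *CG12983*, *Yp1* and *fit*, a gene expressed in the fat body of females, differed between the lines depending on sex. Their adjusted p-values for the interaction were 1.26e-07, 8.64e-07 and 5.2e-05 from limma. In the methods' analysis of variance on Signal, the interaction of these genes had Storey q-values of 0.206, 0.124 and 0.063, and none passed 0.001. The Signal of *Yp1* in resistant males, given above, was near background. At an adjusted p under 0.001, 9284 of 11838 probe sets differed between the sexes, of which 4270 were higher in males and 5014 in females. A line effect was found for 1453 probe sets (12.3%) and a line by sex interaction for 29. The interaction count was 91 and 97 without replicate 1 or 2 of S1 females, 18 and 15 without replicate 1 or 2 of S2 males and 19 without replicate 1 of C2 males.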

Using a stringent false discovery rate [49] of *q *< 0.001, we found that 9,931 probe sets were significant for the main effect of sex, 2,612 were significant for the main effect of line, and 184 were significant for the line × sex interaction term (Additional data file 1). Only two genes that were significant for the interaction term were not significant for the main effect of line: *CG1751*, which is involved in proteolysis, and *CG12128*, which encodes a transcript of unknown function.

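In males, *CG12128* was lower in the resistant lines by a log2 difference of -0.86 ± 0.106 (standard error), and in females it was 0.28 ± 0.106 higher. The difference between the sexes was -1.14 ± 0.15, with an adjusted p of 0.00145 from limma. Its interaction over all 6 lines had an adjusted p of 0.00275 and its line effect one of 0.0471. For *CG1751*, the resistant minus sensitive difference was 0.12 ± 0.054 in males and -0.21 ± 0.054 in females, and the adjusted p was 0.023 for the interaction and 0.0443 for the line effect. Neither gene passed 0.001 in either test. The interaction without a line effect was found for 2 other probe sets, those of *Npc2e* (adjusted p of 3.91e-04 for the interaction and 0.00455 for line) and of *peg* (4.29e-04 and 0.00153), both looked up after their values were seen.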

Next, we used ANOVA contrast statements on the 2,612 probe sets with differences in transcript abundance between selection lines to detect probe sets that were consistently up- or down-regulated in replicate lines [31]. We identified 2,458 probe sets (13% of the total probe sets on the microarray) that differed between the selection lines when pooled across replicates (Additional data file 2).

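For the digestive protease gene *Jon99Fi*, the log2 difference between resistant and sensitive lines was 1.35 for lines 1 and 6.56 for lines 2. *IM23*, an immune-induced peptide gene, was higher in R1 than in S1 by 1.90 and lower in R2 than in S2 by a log2 difference of -4.71, and *Prx2540-2*, a peroxiredoxin gene, showed 2.26 and -3.51. The cytochrome P450 gene *Cyp4e3* showed 2.04 and 2.27, and the sugar transporter gene *sut1* -1.02 and -1.19. A total of 1402 probe sets (11.8% of those tested) passed both steps in at least 1 contrast among the selection groups. By the same rule, R1 and R2 differed in 862 probe sets, S1 and S2 in 1139 and C1 and C2 in 855. When the mean of each line was taken as 1 value, limma found 0 probe sets between resistant and sensitive lines at an adjusted p under 0.05, with a smallest adjusted p of 0.687, and 611 at an unadjusted p under 0.05. Over all tested probe sets, the R1 minus S1 and R2 minus S2 differences had a correlation of -0.107 and 48.3% had the same sign. The correlation was -0.0703 without replicate 1 of S1 females and -0.069 without replicate 2 of R2 females.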

Among these 2,458 probe sets, 1,572 were divergent between resistant and control lines, 1,617 between sensitive and control lines, and 1,678 between resistant and sensitive selection lines. 

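Several named genes were higher in resistant than in sensitive lines in both line pairs and both sexes. The serine protease gene *Jon66Ci* had a log2 difference of 2.75 ± 0.153 (standard error), *Cyp4e3*, a cytochrome P450, of 2.15 ± 0.125, *Ir76a*, an ionotropic receptor, of 2.09 ± 0.174, *Vmat*, the vesicular monoamine transporter, of 1.85 ± 0.234, and *CG17752* of 1.82 ± 0.066. Lower in resistant lines in all 4 of these comparisons were *CG32751* (-2.75 ± 0.414), *Jhe*, which encodes juvenile hormone esterase (-2.0 ± 0.212), *CG4250* (-1.70 ± 0.146), *Cyp6a23*, another cytochrome P450 (-1.64 ± 0.067), and *Ugt49C1*, a UDP-glycosyltransferase (-1.42 ± 0.101). Adjusted p-values of these genes from limma, over all tested probe sets, ran from 6.76e-11 for *CG17752* to 2.34e-04 for *CG32751*.
Resistant and sensitive lines differed in 1040 probe sets, of which 620 were higher and 420 lower in the resistant lines. Of the 1040, 421 ran in 1 direction in both line pairs and both sexes. Resistant lines differed from control lines in 932 probe sets (394 higher, 538 lower), and sensitive lines differed from control lines in 1017 (326 higher, 691 lower). In males, 867 probe sets differed between resistant and sensitive lines and in females 849, and 620 were called in both with the same direction.
Fitting line as a random block left 94 probe sets between resistant and sensitive lines, 24 between resistant and control lines and 20 between sensitive and control lines. All of the 10 genes named above were among the 94, and *Vmat* alone of them lost its call without a single array, replicate 2 of S2 males. Without the arrays of S2, the count of 1040 became 537, and without replicate 1 of S1 females the count in females became 1318 and that of resistant against control lines 1430.

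**Figure D1:**
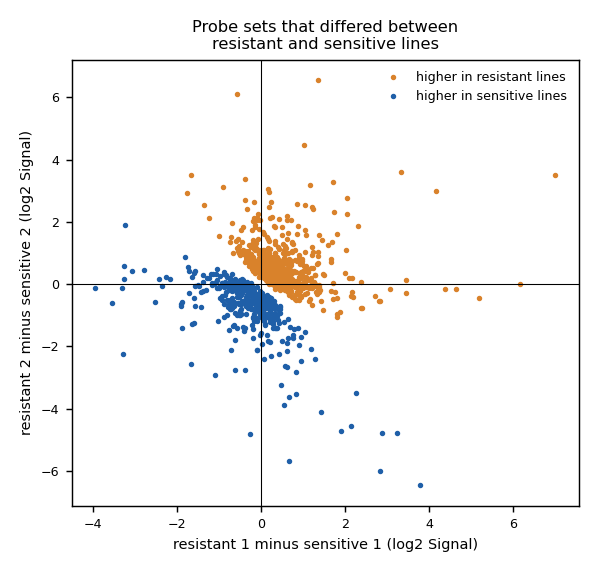
Log2 difference of Signal between R1 and S1 (x axis) and between R2 and S2 (y axis) for the 1040 probe sets that differed between resistant and sensitive lines, orange where higher and blue where lower in the resistant lines. Of these, 379 lie above 0 on both axes, 230 lie below 0 on both and 431 have opposite signs.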

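*Aldh*, which encodes the mitochondrial aldehyde dehydrogenase, was higher in resistant than in sensitive lines by a log2 difference of 0.62 ± 0.063 (standard error), or 1.54-fold. Its Signal was 9854 ± 1287 (SD, n = 4 pools) in resistant males and 6155 ± 986 (SD, n = 4) in sensitive males. *Lsd-2*, which encodes a lipid droplet protein, was 1.57-fold higher in the resistant lines, with 9817 ± 517.6 (SD, n = 4) in resistant females and 6605 ± 1619 (SD, n = 4) in sensitive females. *Acox57D-p*, an acyl-CoA oxidase gene, was lower by a log2 difference of -0.22 ± 0.056. Over the 1040 probe sets called, the median size of the log2 difference was 0.417. It was under 0.5 for 61.5% of them and above 1 for 11.9%, and ran from -2.75 to 5.26. Both *Aldh* and *Lsd-2* kept the call in each alternative in which single genes were followed, whereas *Acox57D-p* lost it with line as a random block.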

Although the transcriptional response to selection for alcohol sensitivity was widespread, the magnitudes of the changes in transcript abundance were relatively small, with the vast majority of probe sets showing less than two-fold changes in abundance (Figure 3). In fact, only 121 probe sets showed larger than two-fold differences in transcript abundance. Among these probe sets 37 have not been annotated; 14 encode genes involved in defense response and response to stress, including *Defensin*, *Attacin-A*, *Lysozyme P*, *Immune induced molecules 1*, *10*, and *23*, and *Metchnikowin*; and 12 probe sets that encode gene products involved in carbohydrate metabolism (*sugar transporter 1*, *Mitogen-activated protein kinase phosphatase 3*, *CG9463*, *CG14959 CG10725*, *CG10924*, *Lysozyme P*) (Additional data files 3 and 4).

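*CG30083*, which encodes a serine protease, was 11.2-fold higher in resistant than in sensitive lines, with a log2 difference of 3.48 ± 0.354 (standard error). *CG15263* (2.41 ± 0.252), *CG18258*, a lipase gene (2.18 ± 0.303), *blanks*, an RNA-binding protein gene (2.04 ± 0.116) and *y*, which encodes the cuticle pigmentation protein yellow (1.79 ± 0.357), were higher as well. The differences of *CG33109* (-2.07 ± 0.129), *CG5770* (-1.55 ± 0.197), *CG6660*, a fatty acid elongase gene (-1.47 ± 0.21), *Glut4EF* (-1.30 ± 0.165), *CG31097* (-1.22 ± 0.173) and the lectin gene *Lectin-galC1* (-1.12 ± 0.175) went the other way. All of these ran in 1 direction in both line pairs and both sexes. The difference of *blanks* was larger in females, with a male minus female value of -2.69. In total, 124 called probe sets differed by a log2 of more than 1, 76 of them higher and 48 lower in the resistant lines, and 69 ran in 1 direction in all 4 comparisons. With Benjamini-Hochberg adjustment, the methods' analysis of variance on Signal did not call *CG15263*, *y*, *CG6660*, *Glut4EF* or *Lectin-galC1*. With Storey q-values it called *Glut4EF* and *Lectin-galC1*, but not the others of these. The genes *CG18258*, *y*, *CG5770*, *CG6660*, *CG31097* and *Lectin-galC1* were not called with line as a random block. *CG6660* and *Lectin-galC1* were not called without variance trend. Leaving out 1 array ended the call of *CG6660* for 14 of the 24 arrays, of *Lectin-galC1* for 15 and of *Glut4EF* for 2, replicate 1 of R1 males and of R1 females. On the scale log2(Signal + 50), which lowers the weight of low Signals, 69 probe sets were over 2-fold, 36 higher and 33 lower, and as log2 ratios of mean Signals 106 were, 56 higher and 50 lower.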

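The antimicrobial peptide genes *AttA* and *Def* were higher in resistant than in sensitive lines in both line pairs and both sexes, by log2 differences of 3.59 ± 0.36 and 2.5 ± 0.428 (standard errors, adjusted p of 3.87e-06 and 7.4e-04 from limma). The mean Signal of *AttA* was 1342 in R1, 37.9 in R2, 96.2 in S1 and 5.59 in S2, and 103.5 and 982 in the control lines. *IM1*, *IM23* and *Mtk*, which encode immune-induced peptides, were lower in the resistant lines on average (-1.66, -1.41 and -1.20), but each was higher in R1 than in S1. Their Signals in S2 were 15000 ± 2160, 5550 ± 1540 and 10400 ± 1550 (SD, n = 4 arrays), against 2540, 582 and 2230 over the other lines. The differences of *AttA* and *Def* rest partly on values near background, as *AttA* in R2 and S2 and *Def* in S2, with a Signal of 24.3, lie below the 50.4 of the lowest tested rank, and on the scale log2(Signal + 50) they were 1.99 and 1.56. *LysP*, a lysozyme gene, had -1.0 ± 0.09, from -2.17 for lines 1 and 0.16 for lines 2. For *IM10* the difference was 0.33 ± 0.229 and did not pass (adjusted p of 0.375). Of 11 antimicrobial and immune-induced peptide genes, 3 were higher and 3 lower, and adjusted over the list alone 3 and 2. *AttA*, *IM1*, *IM10* and *IM23* are not among the 11, as they were paired with probe sets through the paper's tables and not through the table used for the lists. Of 8 genes of peptidoglycan recognition proteins and lysozymes, 0 were higher and 3 lower, both over all genes and adjusted over the list alone.
Among the genes of carbohydrate metabolism, *Mkp3*, a phosphatase of the MAP kinase pathway, was higher by 1.52 ± 0.15, with a Signal of 201.6 ± 30.8 (SD, n = 4) in resistant males and 71.4 ± 21.3 (SD, n = 4) in sensitive males. The sugar transporter gene *sut1* was lower by a log2 difference of -1.11 ± 0.114, as was *CG10725*, by -2.11 ± 0.28. *CG10924*, which encodes a phosphoenolpyruvate carboxykinase, was higher in R1 than in S1 by 0.58 and lower in R2 than in S2 by -2.63. *CG14959* (-1.37 ± 0.284) and *CG9463*, an alpha-mannosidase gene (-1.54 ± 0.402), were lower in all 4 comparisons but had adjusted p-values of 0.0217 and 0.00443 for the line effect and were not called. Of 17 genes of glycolysis, gluconeogenesis and trehalose metabolism, 1 was higher and 2 were lower, and adjusted over the list alone 1 and 4. With line as a random block, *Mkp3* and *sut1* kept the call, whereas *AttA*, *Def*, *IM1*, *IM23*, *Mtk*, *LysP*, *CG10725* and *CG10924* lost it. The methods' analysis of variance on Signal did not call *Def* or *sut1* with Benjamini-Hochberg adjusted p-values, but called both with Storey q-values.

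**Figure D2:**
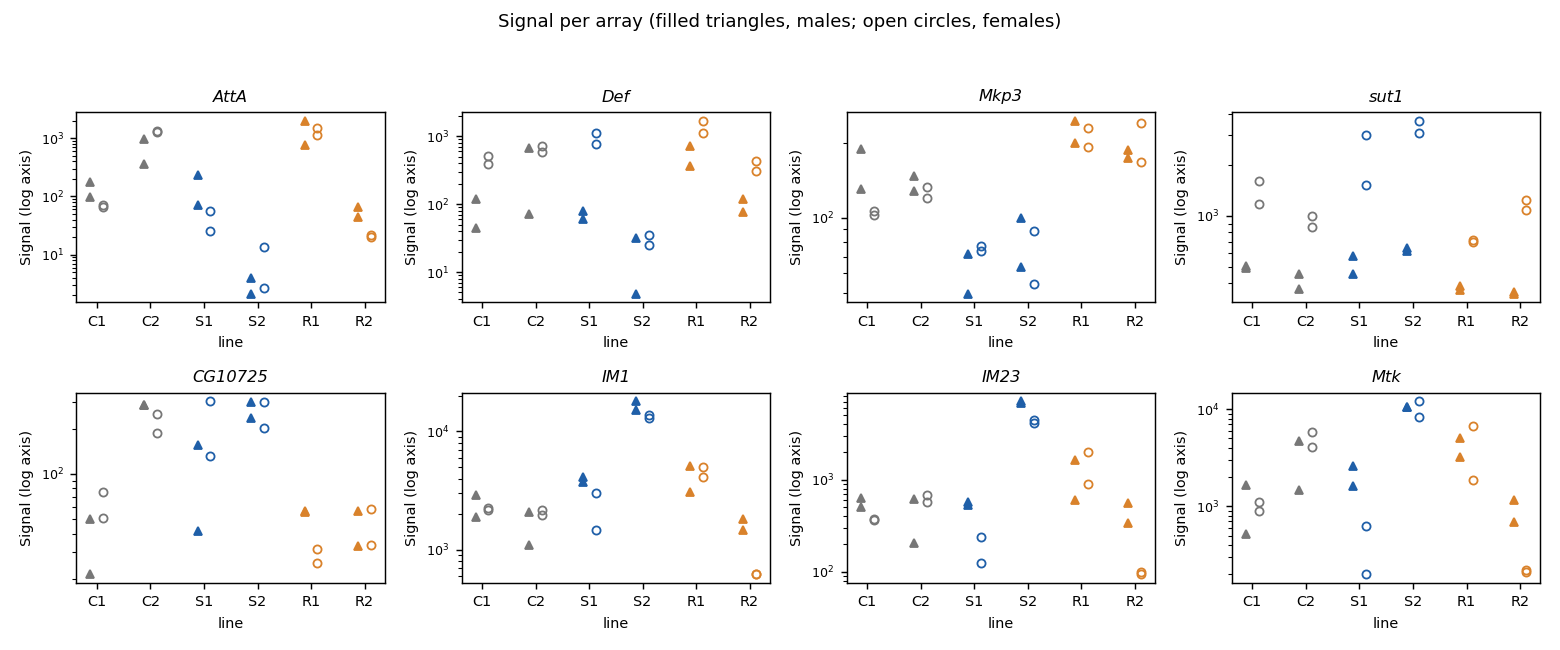
Signal on a log axis for 8 genes of defense and carbohydrate metabolism on each array, with the lines on the x axis (C, control; S, sensitive; R, resistant), filled triangles for males and open circles for females. The arrays of S2 lie near 15000 for *IM1* while the other lines average 2540.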

**Figure 3:**
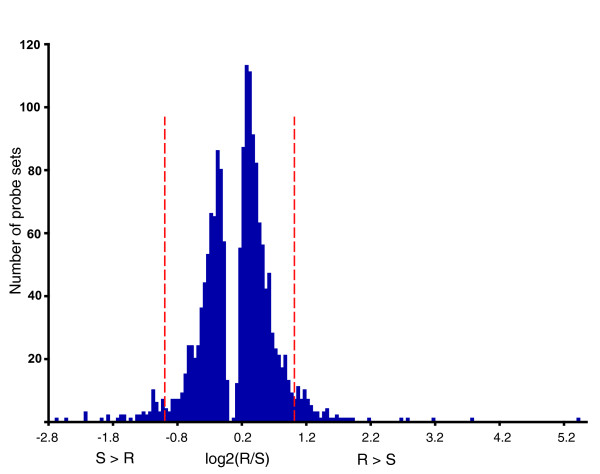
Histogram showing the frequency of relative fold-change in probe sets with significant differences in transcript abundance between resistant (R) and sensitive (S) selection lines, pooled over sexes. The vertical dashed red lines demarcate two-fold changes in transcript abundance.

### Categories of genes with differential transcript abundance among sensitive and resistant lines

Probe sets with altered transcript abundance between selection lines fell into all major biological process and molecular function Gene Ontology (GO) categories (Additional data files 5 and 6). We used χ^2 ^tests to determine which categories were represented more or less frequently than expected by chance, based on their representation on the microarray. One interpretation of these analyses is that over-represented GO categories contain probe sets for which transcript abundance has responded to artificial selection, whereas under-represented GO categories contain probe sets for which transcript abundance is under stabilizing natural selection [31]. Highlights of the transcriptional response to artificial selection for alcohol sensitivity for probe sets differentially expressed between resistant and sensitive selection lines are given in Table 1. For example, the resistant lines are enriched for up-regulated genes affecting responses to chemical stimulus (including response to toxin and pheromone), extracellular transport, and lipid metabolism; while the sensitive lines are enriched for up-regulated genes affecting alcohol metabolism, defense response, electron transport, catabolism, and lipid and carbohydrate metabolism. 

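Of 31 odorant-binding protein genes tested, 7 were higher in the resistant lines, 2 lower and 22 did not pass, and adjusted over the list alone 12 were higher and 2 lower. *Obp19a* had a log2 difference of 0.82 ± 0.08 (standard error), *Obp19d* of 0.51 ± 0.071 and *Obp57a* of -0.49 ± 0.066, each in both line pairs and both sexes, and *Obp83b* of 0.44 ± 0.084. In camera, limma's test of a gene list against the other genes, the list was higher with an adjusted p of 0.034 over 18 lists and of 0.333 with an estimated correlation. Its median difference was -0.00698 for lines 1 and 0.42 for lines 2. Over the alternatives the adjusted p ran from 0.00368 to 0.333, and the list also did not pass over all non-control probe sets (0.189), with line means (0.125), on the scale log2(Signal + 50) (0.0843) or without replicate 1 of S1 females (0.147). The list of peptidoglycan recognition proteins and lysozymes was lower, also with an adjusted p of 0.034 and of 0.333 with an estimated correlation, from 0.0151 to 0.333 over the alternatives. Its median difference was 0.141 for lines 1 and -0.305 for lines 2, and 0 of its genes were called with 1 direction in all 4 comparisons. It also did not pass over all non-control probe sets (0.0624), with line means (0.257), without replicate 2 of S1 females (0.0844) or without replicate 1 of R2 females (0.0664). Of its genes, *PGRP-SB1* (-0.75 ± 0.187) and *PGRP-SC2* (-0.42 ± 0.069) were called. Of 10 genes of alcohol, aldehyde and acetate metabolism, 0 were called in either direction with 1 probe set per gene, and 3 were lower when adjusted over the list alone. *Adh*, *Adhr* and *Aldh* are not among these 10, as the table used for the lists pairs no probe set with their symbols, and *Aldh*, paired through the paper's tables, was called higher. The median log2 difference of the 10 was -0.114, with an adjusted p of 0.0443 from camera, from 0.00416 to 0.619 over the alternatives. The list did not pass with an estimated correlation, with line means (0.0564), on the scale log2(Signal + 50) (0.0531), with quantile normalization over all arrays (0.185) or within each sex (0.197), or without any 1 of 7 arrays. The glycolysis list had a median of -0.109 and an adjusted p of 0.053, from 0.000381 to 0.728 over the alternatives. It passed with line means (0.0238) and without any 1 of 9 arrays, the lowest value coming without replicate 1 of S1 females, and was at 0.597 without replicate 2 of S1 females. Fitting line as a random block left none of *Obp19a*, *Obp19d*, *Obp57a*, *Obp83b* and the PGRP genes called, and *Obp83b* lost its call without any 1 of 3 arrays of S2 and without variance trend. *Obp57a*, *Obp83b* and *PGRP-SB1* were not called by the methods' analysis of variance on Signal with Benjamini-Hochberg adjustment. With Storey q-values *Obp57a* alone of them was called.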

Transcripts in the 'response to toxin' GO category are over-represented in both sensitive and resistant lines, but the magnitude of over-representation is higher for resistant lines (*p *= 4.19E-7, compared to *p *= 0.029 for sensitive lines. 

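Genes of detoxification enzymes changed in both directions. Of 72 cytochrome P450 genes tested, 8 were higher in the resistant lines, 10 were lower and 54 did not pass, and adjusted over the list alone 15 were higher and 13 lower. Besides *Cyp4e3* and *Cyp6a23*, *Cyp6a16* was called, with a log2 difference of 1.58 ± 0.332 (standard error), and *Cyp6a2* (-1.48 ± 0.085) was higher in R1 than in S1 by 0.67 and lower in R2 than in S2 by -3.64. Of 34 glutathione S-transferase genes, 7 were higher and 4 lower, and adjusted over the list alone 11 and 8. *GstD9* was higher by 1.04 ± 0.067 and *Mgstl*, a microsomal transferase, lower by -0.64 ± 0.078, both in all 4 comparisons, and *GstE7* was higher by 0.98 ± 0.079 from -0.16 for lines 1 and 2.11 for lines 2. Of 25 UDP-glycosyltransferase genes, 5 were higher and 2 lower, and adjusted over the list alone 7 and 2, among them *Ugt301D1* (0.65 ± 0.094), *Ugt50B3* (0.59 ± 0.147) and *Ugt37A2* (0.48 ± 0.174). Over all tested probe sets, 8.79% were called between resistant and sensitive lines. The adjusted p of camera was 0.706 for the cytochrome P450 genes, 0.978 for the transferases and 0.706 for the UDP-glycosyltransferases, and none of these lists passed in an alternative. As camera tests a shift of a list in 1 direction, it does not measure how many members changed when they change both ways. The number of called members was not tested. With line as a random block, *Cyp4e3*, *Cyp6a23*, *GstD9*, *Mgstl* and *Ugt49C1* kept the call, whereas the other genes named here lost it. *Cyp6a16* also lost it with quantile normalization within each sex and without any 1 of 5 arrays. In the methods' analysis of variance on Signal it lost the call with Benjamini-Hochberg adjustment, but not with Storey q-values. *Ugt37A2* also lost it by an adjusted p on the contrast alone.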

GO categories for lipid metabolism are notably over-represented in sensitive lines (*p *= 1.29E-11, compared to *p *= 1.2E-04 for resistant lines).

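Of 21 genes of fatty acid synthesis, storage and oxidation, 2 were higher in the resistant lines, 4 were lower and 15 did not pass, and adjusted over the list alone 2 were higher and 7 lower. The fatty acid synthase gene *FASN2* had a log2 difference of -0.77 ± 0.097 (standard error), *bgm*, a gene of a very-long-chain acyl-CoA synthetase, of -0.36 ± 0.059, and *Lsd-2* of 0.65 ± 0.048, each in both line pairs and both sexes. The median over the list was -0.0929, with an adjusted p of 0.0603 from camera, from 0.025 to 0.728 over the alternatives. The list passed over all non-control probe sets (0.0273) and without any 1 of 5 arrays, and did not pass with quantile normalization (0.307 and 0.338). With line as a random block, *Lsd-2* kept the call, while *FASN2* and *bgm* lost it.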

**Table 1:** Differentially over-represented biological function GO categories between resistant (R) and sensitive (S) lines

R > S	S > R
Response to abiotic stimulus 1.80E-06*	**Alcohol metabolism 4.00E-03**
Response to chemical stimulus 1.26E-06	Response to toxin 2.90E-02
Response to toxin 4.19E-07	**Response to biotic stimulus 4.32E-05**
Response to pheromone 2.10E-08	Defense response 2.13E-05
Chemosensory behavior 8.00E-04	Immune response 1.00E-04
**Extracellular transport 2.07E-08**	**Electron transport 2.88E-05**
**Lipid metabolism 8.0E-05**	**Lipid metabolism 2.99E-09**
Cellular lipid metabolism 1.20E-04	Cellular lipid metabolism 1.29E-11
Phospholipid metabolism 2.30E-03	Organic acid metabolism 2.37E-07
Steroid metabolism 2.00E-05	Steroid metabolism 9.80E-4
	Fatty acid metabolism 1.56E-10
	**Catabolism 1.53E-05**
	Cellular catabolism 1.08E-06
	**Carbohydrate metabolism 5.20E-05**

*p values were calculated from χ^2 ^tests, estimating which categories were represented more frequently than expected by chance, based on their representation on the microarray.

These GO categories correlate well with GO categories that were over-represented during the acute response to a single exposure to ethanol [19], which also resulted in extensive changes in transcript abundance for chemosensory behavior, response to chemical stimulus, and response to toxin.

### Pleiotropy

Changes in expression of transcripts during artificial selection for locomotor reactivity, aggression, and alcohol sensitivity [32,33] each encompass a significant percentage of the genome, implying extensive pleiotropy. We found that the transcriptional response to selection for alcohol sensitivity results in changes in expression of over 2,600 probe sets (approximately 14% of the genome) between the selection lines at a stringent false discovery rate of *q *< 0.001. Similarly, transcript abundance of over 1,800 probe sets evolved as a correlated response to selection for increased and decreased levels of locomotor reactivity [33] and expression of over 1,500 probe sets changed during selection for high and low levels of aggressive behavior [32]. 

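Among the genes with a line effect, *Cbl*, which encodes a ubiquitin ligase, was lower in R1 than in S1 by a log2 difference of -1.47 and in R2 than in S2 by -0.06. *GstE5* showed -0.16 and -1.20, and *Rac2*, a small GTPase gene, 1.35 and 0.90. The line effect was found for 12.3% of the tested probe sets. From the number of probe sets past its false discovery rate, here and in lines selected for locomotion and aggression, the paper reasons that a significant part of the genome changes with each trait and that this implies extensive pleiotropy.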

Since these studies used the same initial base population, we could assess overlap in transcripts with altered expression between our selection lines and data from previous studies with lines selected for locomotor reactivity and aggression.

We used χ^2 ^tests to assess whether we observed more common differentially regulated probe sets than expected by chance. We found 727 probe sets in common between lines selected for alcohol sensitivity and locomotor reactivity, (χ_1_^2 ^= 883, *p *<< 0.0001); 474 probe sets in common between lines selected for aggressive behavior and locomotor reactivity (χ_1_^2 ^= 731, *p *<< 0.0001); and 674 probe sets in common between lines selected for alcohol sensitivity and aggressive behavior (χ_1_^2 ^= 986.1, *p *<< 0.0001). The transcript abundance of 307 genes was altered as a correlated response to selection for all three behaviors (χ_1_^2 ^= 3928.87, *p *<< 0.0001).

GO categories that were significantly over-represented among these 307 genes include lipid metabolism (*p *= 2.2E-16), electron transport (*p *= 1.2E-7), response to chemical stimulus (*p *= 6.1E-5), carbohydrate metabolism (*p *= 9.4E-5) and generation of precursor metabolites and energy (*p *= 8.4E-7). These genes included 17 members of the cytochrome P450 family and additional genes involved in defense response and/or response to toxin (*Glutathione S transferases D9*, *E1 *and *E5*; *Immune induced molecule 10*, *Cbl*, *UDP-glycosyltransferase 35b*, *Juvenile hormone epoxide hydrolase 1 *and *2*, *Lysozyme P *and *Peroxiredoxin 2540*; Additional data files 7 and 8). 

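Most of the probe sets that the paper lists as common to the 3 selection experiments differed among the lines here as well. The list was chosen partly on these arrays and is not independent evidence. Of its 307 probe sets, 232 had a line effect, 105 were higher and 83 lower in resistant than in sensitive lines, and 118 and 94 adjusted over the list alone. *GstD9* was higher in all 4 comparisons, R1 with S1 and R2 with S2 in each sex. *GstE1*, with a log2 difference of 0.31 ± 0.072 (standard error), was 0.66 higher in females and changed by -0.03 in males. *GstE5* (-0.68 ± 0.07) and *Cbl* (-0.76 ± 0.065) were lower in all 4 comparisons. *Ugt35b* was higher by 0.22 ± 0.049, from -0.16 for lines 1 and 0.61 for lines 2. *Jheh1*, an epoxide hydrolase gene of juvenile hormone breakdown, was lower (-0.45 ± 0.102), from 0.28 for lines 1 and -1.19 for lines 2, and *Jheh2* (-0.28 ± 0.064) had an adjusted p of 0.00127 for the line effect and was not called. *Prx2540-2* had -0.63 ± 0.178, with opposite signs in the line pairs. *GstE1*, *GstE5*, *Cbl*, *Ugt35b*, *Jheh1* and *Prx2540-2* lost the call with line as a random block. *Cbl* also lost it in the methods' analysis of variance on Signal with Benjamini-Hochberg adjustment, but not with Storey q-values.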

Members of this group of 307 genes appear to represent a common group of environmental response genes.

### Functional tests of candidate genes

To validate our premise that transcriptional profiling of artificial selection lines can identify candidate genes that contribute to the trait that responds to selection, we measured alcohol sensitivity of 45 independent *P[GT1]*-element insertion lines corresponding to 35 candidate genes [50,51]. These candidate genes are involved in diverse biological processes, including carbohydrate metabolism (*Malic enzyme*, *Poly(ADP-ribose)glycohydrolase*, *CG9674*), regulation of transcription (*little imaginal discs*, *pipsqueak*, *lilliputian*, *longitudinals lacking*, *CG9650*), nervous system development (*Beadex*, *Laminin A*, *longitudinals lacking*, *muscleblind*, *smell impaired 35A*), lipid metabolism (*retinal degeneration B*, *sugarless*, *CG17646*) and signal transduction (*βν integrin*, *Laminin A*, *sugarless*, *wing blister*, *CG32560*). Five of the candidate genes encode predicted transcripts of unknown function (*lamina ancestor*, *CG11133*, *CG30015*, *CG14591 *and *CG6175*). 

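Among the candidate genes, *Lsd-2*, *Bx*, *CG9674* and *CG7832* differed between resistant and sensitive lines in both line pairs and both sexes. *Bx*, which encodes a LIM domain protein, had a log2 difference of 0.70 ± 0.094 (standard error), *CG9674*, a glutamate synthase gene, of 0.55 ± 0.058, and *CG7832* of -0.56 ± 0.082. *CG30015* (0.35 ± 0.052), *CG8920* (0.30 ± 0.062), *mbl* (0.46 ± 0.106) and *lama* (-0.23 ± 0.06) were called as well and ran 1 way in all 4 comparisons. *sgl* (0.46 ± 0.072), *Got1* (0.27 ± 0.047), *CG5946* (0.28 ± 0.053), *lilli* (0.35 ± 0.126), *LanA* (0.16 ± 0.063), *CG12505* (-0.30 ± 0.077) and 1 probe set of *lola* (-0.45 ± 0.081) were called but did not run 1 way in all of them. *Men*, which encodes malic enzyme, had -0.09 ± 0.051, from 0.33 for lines 1 and -0.51 for lines 2, and differed from the control lines in both selection groups, as did *rdgB* (0.02 ± 0.076), *CG9650* (-0.00 ± 0.145) and *CG17646* (-0.10 ± 0.069). At the 1 probe set taken for each, differences of the remaining genes did not pass. *CG11133* had 0.67 ± 0.263, *CG6175* 0.59 ± 0.101, *wb* 0.42 ± 0.109, *lid* 0.39 ± 0.097, *corto* 0.32 ± 0.067, *l(1)G0007* 0.28 ± 0.086, *Parg* 0.25 ± 0.109, *nuf* 0.20 ± 0.051, *Khc-73* 0.16 ± 0.089, *vsg* 0.05 ± 0.037 and *Tl* 0.04 ± 0.057. Values below 0 were found for *psq* (-0.26 ± 0.097), *betaInt-nu* (-0.18 ± 0.107), *CG14591* (-0.07 ± 0.057), *smi35A* (-0.04 ± 0.089) and *CG32560* (-0.03 ± 0.084). The candidate genes were chosen by the paper on these arrays, so their counts are not independent evidence. Of 58 tested probe sets, 22 had a line effect, 12 were higher and 4 lower in resistant than in sensitive lines, and adjusted over the list alone 22 and 5. The 58 hold further probe sets of these genes, not named here, and do not hold *Bx*, which was paired through the paper's tables. With line as a random block, *Lsd-2* and *Bx* kept the call. With Benjamini-Hochberg adjustment, the methods' analysis of variance on Signal did not call *Bx*, *CG8920*, *mbl*, *lilli*, *LanA*, *CG12505* or *CG30015*. With Storey q-values, *Bx* and *LanA* were still not called, but the others of these were. Calls were also lost with quantile normalization over all arrays (*CG8920*, *lama*) or within each sex (*LanA*, *lama*), without variance trend (*CG8920*, *mbl*, *lama*), with the pool number as a block (*mbl*, *lama*), over all non-control probe sets (*lama*) and by an adjusted p on the contrast alone (*LanA*, *lilli*). Leaving out 1 array ended the call of *lama* for 18 of the 24 arrays, of *mbl* for 17, of *CG8920* for 14, of *LanA* for 7 and of *Bx* for 1, replicate 2 of S2 females.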

Overall, 33 (73%) of the *P[GT1]*-element insertion lines exhibited significant differences in alcohol sensitivity compared to co-isogenic *Canton S *(B) control at *p *< 0.05, and for 19 of these lines (58%) statistically significant differences from the control survived Bonferroni correction for multiple tests (Table 2, Figure 4). Remarkably, *P*-element insertions implicate 32 out of 35 genes in alcohol sensitivity. *P*-element mutants in *Beadex*, *corto*, *Glutamate oxaloacetate transaminase 1*, *Kinesin-73*, *Laminin A*, *lethal (1) G0007*, *little imaginal discs*, *longitudinals lacking*, *Poly(ADP-ribose) glycohydrolase*, *Malic enzyme*, *muscleblind*, *nuclear fallout*, *retinal degeneration B*, *sugarless*, *visgun*, *wing blister*, *CG6175*, *CG14591*, *CG7832*, *CG17646*, *CG5946 *and *CG30015 *were more resistant to ethanol exposure than the control. In contrast, mutants for *βν integrin*, *lamina ancestor*, *Lipid storage droplet-2*, *pipsqueak*, *Toll*, *CG9650*, *CG32560*, *CG12505 *and *CG9674 *were more sensitive to ethanol exposure than the control. Three of these *P*-element insertion lines with transposon insertions at *Malic enzyme*, *nuclear fallout *and *longitudinals lacking *were previously implicated in alcohol sensitivity and/or tolerance in *Drosophila *[19].

**Table 2:** Functional tests of candidate genes

Line	Gene name	MET (SE)	*p *value	Human orthologue	Biological function
*Canton S B*	Control	5.4 (0.01)	NA	NA	NA
**BG02818** BG02327	*pipsqueak (psq)*	3.5 (0.08) 5.75 (0.22)	<0.0001 0.1776	NA	Regulation of transcription, DNA-dependent
**BG02845**	*Toll (Tl)*	3.6 (0.09)	<0.0001	toll-like receptor 4*	Defense response, immune response, Toll signaling pathway
**BG02317** BG01705 BG02624	*CG9650*	3.6 (0.10) 4.9 (0.18) 5.6 (0.16)	<0.0001 0.1118 0.6381	B-cell lymphoma/leukemia 11A*	Regulation of transcription from RNA polymerase II promoter, nucleic acid binding
BG02522	*CG32560*	3.8 (0.15)	<0.0032	DAB2 interacting protein*	Ras protein signal transduction, G-protein coupled receptor, MAPKKK cascade
BG01371	*CG12505*	4.3 (0.13)	0.0012	NA	Nucleic acid binding
BG02560	*CG9674*	4.3 (0.14)	0.0042	NA	Carbohydrate metabolism, amino acid biosynthesis
BG02210 BG02523	*lamina ancestor (lama)*	4.6 (0.10) 5.7 (0.36)	0.0014 0.6441	NP_775813, novel gene	Unknown
BG01037	*β*^*ν *^*integrin (βInt-ν)*	4.6 (0.13)	0.0014	NA	Signal transduction, defense response
BG02812 BG02830	*Lipid storage droplet-2 (Lsd-2)*	4.7 (0.12) 5.52 (0.23)	0.0083 0.7909	*Adipose differentiation-related protein*	Lipid transport, sequestering of lipid
BG02518	*CG8920*	4.7 (0.11)	0.0025	*Tudor domain containing protein 7*	Nucleic acid binding
BG00987	*smell impaired 35A (smi35A)*	5.4 (0.14)	0.9859	*dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 4*	Olfactory behavior, response to chemical stimulus, nervous system development
BG01008	*CG11133*	5.6 (0.09)	0.6816	NA	Unknown
BG02207 BG2034	*lilliputian (lilli)*	5.8 (0.11) 6.0 (0.28)	0.0905 0.1549	Fragile X mental retardation 2 protein*	Regulation of transcription, DNA-dependent
BG02114 BG01509	*CG30015*	6.2 (0.17) 5.6 (0.31)	0.0120 0.4924	NA	Unknown
BG02055	*little imaginal discs (lid)*	6.4 (0.11)	0.0283	*Jumonji*, *AT rich interactive domain 1A*	Regulation of transcription, DNA dependent
BG01081	*Glutamate oxaloacetate transaminase 1 (Got1)*	6.5 (0.10)	0.0048	*Glutamic-oxaloacetic transaminase 1*	Amino acid metabolism, biosynthesis
BG01013	*Poly(ADP-ribose) glycohydrolase (Parg)*	6.5 (0.28)	0.0137	Poly(ADP-ribose) glycohydrolase*	Carbohydrate metabolism, glycolysis
BG01389	*Laminin A (LanA)*	6.8 (0.15)	0.0020	*laminin*, *alpha-5*	Proteolysis, signal transduction, central nervous system development
**BG02420**	*CG5946*	6.9 (0.15)	<0.0001	Cytochrome b5 reductase 3*	Fatty acid desaturation, cholesterol metabolism
**BG01144**	*CG17646*	7.0 (0.16)	0.0002	NA	Lipid metabolism, nucleotide binding
**BG02731** BG02501	*longitudinals lacking (lola)*	7.1 (0.11) 5.8 (0.31)	<0.0001 0.5457	*Zinc finger and BTB domain containing protein 3*	Regulation of transcription from RNA polymerase II promoter, nervous system development
**BG02276**	*CG7832*	7.6 (0.13)	<0.0001	NA	Protein binding
**BG02365**	*Malic enzyme (Men)*	7.7 (0.24)	<0.0001	*Malic enzyme 1*, *NADP(+)-dependent*	Malate metabolism, carbohydrate metabolism
**BG02180**	*nuclear fallout (nuf)*	8.1 (0.18)	<0.0001	*RAB11 family interacting protein 4*	Protein binding, actin cytoskeleton reorganization
**BG01342**	*Kinesin-73 (Khc-73)*	8.1 (0.21)	<0.0001	*kinesin family member 13A*	Protein targeting, exocytosis
BG02405 BG00525	*corto*	8.2 (0.21) 5.2 (0.21)	0.0086 0.2390	NA	Cell cycle, RNA polymerase II transcription factor activity, protein binding
**BG02128**	*lethal (1) G0007 (l(1)G0007)*	8.3 (0.13)	<0.0001	*DEAH-box protein 38*	Nuclear mRNA splicing, via spliceosome; nucleic acid binding
**BG01672**	*CG14591*	8.7 (0.20)	<0.0001	*Transmembrane protein 164*	Unknown
**BG01989**	*visgun (vsg)*	8.8 (0.19)	<0.0001	Transmembrane protein 123*	Learning and/or memory, olfactory learning
**BG00291**	*retinal degeneration B (rdgB)*	8.9 (0.19)	<0.0001	*phosphatidylinositol transfer protein*, *membrane-associated 2*	Lipid metabolism, sensory perception of smell, calcium ion transport
**BG01536**	*Beadex (Bx)*	8.9 (0.19)	<0.0001	LIM-only protein 1*	Nervous system development, regulation of transcription from RNA polymerase II promoter
**BG01733**	*CG6175*	9.0 (0.20)	<0.0001	NA	Unknown
**BG01214**	*sugarless (sgl)*	9.2 (0.20)	<0.0001	*UDP-glucose dehydrogenase*	Lipid metabolism, cell surface receptor linked signal transduction
**BG02679** BG00990	*wing blister (wb)*	9.2 (0.15) 7.2 (0.13)	<0.0001 0.0093	*laminin*, alpha 2*	Signal transduction
**BG01127**	*muscleblind (mbl)*	9.6 (0.17)	<0.0001	*muscleblind-like 1*, isoform b*	Peripheral nervous system development, response to stimulus, nucleic acid binding

Lines that survived Bonferroni significance threshold = 0.0011 are indicated in bold font. Human orthologues have homology scores of >0.98 and bootstrap scores of >83% [86]. *Human orthologues associated with known diseases. NA, not applicable.

**Figure 4:**
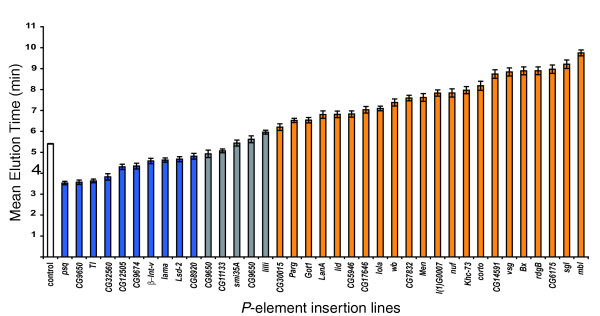
MET of lines containing *P*-element insertions in candidate genes. The white bar denotes the *Canton S *B co-isogenic control line; grey bars indicate lines with MET not significantly different from the control; blue bars indicate lines significantly sensitive to alcohol vapor to compare with the control (*p *< 0.05); and orange bars indicate lines significantly resistant than the control (*p *< 0.05). Error bars indicate standard errors.

Our results demonstrate that transcriptional profiling of artificial selection lines is a powerful strategy for identifying genes that contribute to the selected trait, in our case sensitivity to alcohol.

## Discussion

We have used expression microarray analysis to identify genome-wide differences in transcript levels in lines artificially selected for increased resistance or sensitivity to the inebriating effects of ethanol. The realized heritability calculated over 25 generations of selection was modest (approximately 8%). Such heritability is relatively low compared with heritability of locomotor reactivity (approximately 15% [33]) and aggressive behavior (approximately 1% [32]), but it is comparable to realized heritability for mating speed (approximately 7% [31]). There was no correlated phenotypic response for locomotion, aggression, starvation resistance or olfactory behavior, indicating that the response to selection was confined to alcohol sensitivity. This observation agrees with previous reports, in which no significant differences in alcohol sensitivity were observed between lines artificially selected for low and high levels of aggression [32] or for high and low locomotor activity levels [33] from the same base population used in this study.

### *Adh *alleles

We observed differences in Fast and Slow *Adh *allele frequencies between sensitive and resistant lines. However, the probe set for the *Adh *gene was not differentially expressed between the selection lines. This is perhaps not surprising, as previous studies showed that there is no correlation between ethanol tolerance and ADH activity in lines homozygous for the Fast and Slow *Adh *alleles [52] and the increase in tolerance to ethanol in adult flies was not accompanied by an increase in overall ADH activity [42,53,54].

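The Signal of *Adh* was 21010 ± 2422 (SD, n = 4 pools) in resistant males, 20980 ± 3638 in sensitive males and 18810 ± 2187 in control males. In females it was 16120 ± 1498 in resistant, 19010 ± 4040 in sensitive and 20140 ± 1483 in control lines. The log2 difference between resistant and sensitive lines was -0.10 ± 0.091 (standard error), and it was -0.17 for lines 1 and -0.03 for lines 2. The adjusted p from limma was 0.499 for this contrast and 0.183 for the line effect. The difference was not detectable with this number of arrays.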

### Whole genome transcriptional profiles of selection lines

Transcriptional profiling studies showed that a large fraction of the genome undergoes altered transcriptional regulation in response to artificial selection, in line with previous selection studies on locomotion, aggression and starvation resistance [32,33,55]. The magnitudes of changes in transcript abundance, although significant at *q *< 0.001, were generally modest. Small (1.3- to 1.4-fold) changes in transcript abundance in response to ethanol exposure have also been reported for other animal models [17]. Similarly, changes in gene expression of as little as 1.4-fold have been detected reproducibly by expression microarray analysis in the brains of human alcoholics [6].

Previously, we observed changes in transcript levels for 582 probe sets after isogenic *Canton S *B flies were exposed to ethanol in an inebriometer [19]. The expression of 195 of these probe sets was also altered between our artificial selection lines (χ_1_^2 ^= 152.1, *p *< 0.0001), including *Adh transcription factor 1*, *Adenylyl cyclase 35C*, 6 *cytochrome P450 *family members, *Glutathione S transferases D5*, *E4*, *E5 *and *E7*, *Heat-shock-protein-70*, *Malic enzyme*, *Neural Lazarillo*, *Pheromone-binding protein-related protein 1*, *2 *and *5*, *Phosphoenolpyruvate carboxykinase*, *Pyruvate dehydrogenase kinase*, and *UDP-glycosyltransferase 35b *(Additional data file 9). 

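Several genes of the acute response to ethanol also differed between the selection lines. *Adf1*, which encodes a transcription factor of *Adh*, was higher in resistant than in sensitive lines by a log2 difference of 0.54 ± 0.077 (standard error), from 1.04 for lines 1 and 0.04 for lines 2. *Pepck*, a gene of gluconeogenesis, was higher by 0.67 ± 0.061, from 1.38 and -0.04. *Pdk*, which encodes pyruvate dehydrogenase kinase, was lower by -0.52 ± 0.07 in all 4 comparisons, and *GstE4* was higher by 0.37 ± 0.102 in all 4. *Pbprp2*, the odorant-binding protein gene also named *Obp19d*, and *Pbprp5* (0.28 ± 0.087) were called, and *Pbprp1* (0.62 ± 0.103, adjusted p of 0.00105 for the line effect) was not. For *GstD5* the difference was -0.09 ± 0.216 and for *NLaz*, a lipocalin gene, -0.15 ± 0.073, and neither passed, though *NLaz* was lower than in the control lines in both selection groups. The list was chosen by the paper partly on these arrays and is not independent evidence. Of its 195 probe sets, 138 had a line effect, 70 were higher and 35 lower in the resistant lines, and adjusted over the list alone 77 and 47. Of 15 heat-shock protein genes, 0 were higher and 2 lower, *Hsp68* (-0.63 ± 0.104) and *l(2)efl*, and adjusted over the list alone 1 and 4 (adjusted p of 0.235 from camera, and of 0.0425 with all probe sets of each gene, from 0.0425 to 0.787 over the alternatives). With line as a random block none of the genes named here was called. *GstE4*, *Pbprp5* and *Hsp68* were not called by the methods' analysis of variance on Signal with Benjamini-Hochberg adjustment. With Storey q-values, *Hsp68* alone of these was not called. *Hsp68* lost its call without any 1 of the 4 arrays of S2.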

One likely reason that we did not detect more of the 582 probe sets previously identified is the difference in genetic background between the two studies (isogenic *Canton S *B versus lines derived from a genetically heterogeneous natural base population).

### Verification of candidate genes

Regardless of whether or not the observed changes in gene expression are causally associated with genetic divergence in alcohol sensitivity between the selection lines, the genes exhibiting altered expression levels are candidate genes affecting alcohol sensitivity. We measured the response to ethanol exposure for 45 mutations in candidate genes that were generated in a common co-isogenic *Canton S *B background, and identified 32 genes with mutational effects on alcohol sensitivity. Three of these genes, *Malic enzyme*, *nuclear fallout *and *longitudinals lacking*, have been previously implicated in alcohol sensitivity and/or tolerance [19] and 23 of them have human orthologues, many of which have been implicated in diseases (Table 2).

The high success rate (73%) of these functional tests supports the hypothesis that expression profiling of genetically divergent lines can identify candidate genes that affect complex traits in *Drosophila *and that comparative genomic approaches can infer human candidate genes from their *Drosophila *orthologues. However, we could not detect genes that are differentially expressed at different developmental times. Similarly, genes affecting the trait that are not regulated at the level of transcription, but may be regulated through posttranslational modifications, will also not be detected by our transcriptional profiling approach.

We determined how many genes that have been already implicated in alcohol sensitivity and/or tolerance in *Drosophila *are significantly differentially expressed between selection lines, and found 38 genes previously implicated in responses to alcohol or alcohol-related metabolism (Additional data file 10). The probe set for *Aldehyde oxidase 1 *[56,57] was not present on the array. Probe sets for the *cheapdate *allele of *amnesiac *[26], the *dopamine D1 receptor *[58] and *neuropeptide F *[59] had absent calls, possibly due to low expression levels, and were consequently not included in the analysis. 

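The neuropeptide F gene *npf* was tested here, with a log2 difference between resistant and sensitive lines of -0.39 ± 0.137 (standard error) and an adjusted p of 0.0887 from limma for the line effect. It was lower in both line pairs and both sexes but did not pass. *amn* and *DopR* fell below the Signal rank for testing.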

Of the 34 remaining genes, 10 (approximately 30%) showed altered transcript abundance between our selection lines at *q *< 0.001, including: *Adh *transcriptional factor 1 [60]; *Acetaldehyde dehydrogenase *[61]; *Aldolase *[62]; *fasciclin II*, which is required for the formation of odor memories and for normal sensitivity to alcohol in flies [25]; *Formaldehyde dehydrogenase *[56,57,63]; *geko *[64]; *Glycerol 3 phosphate dehydrogenase *[56,62,63]; and the cell adhesion receptor *slowpoke*, which encodes a large-conductance calcium-activated potassium channel [65,66].

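*Aldh* and *Rac2* had the clearest differences of this group. *Rac2*, a small GTPase gene of cytoskeletal regulation, was higher in the resistant lines by a log2 difference of 1.13 ± 0.113 (standard error, adjusted p of 3.75e-06 from limma), with a Signal of 1189 ± 421.7 (SD, n = 4) in resistant females and 521.4 ± 167.7 (SD, n = 4) in sensitive females. Both ran in 1 direction in all 4 comparisons and kept the call in each alternative in which single genes were followed. Of 4 probe sets of *Gpdh*, which encodes glycerol 3-phosphate dehydrogenase, 1 was called, with -0.36 ± 0.086. The potassium channel gene *slo* (0.15 ± 0.093) and *AcCoAS*, which encodes acetyl-CoA synthetase (-0.01 ± 0.048), did not differ between resistant and sensitive lines but were lower than in control lines in both groups, by -0.50 and -0.65 for *slo* and by -0.20 and -0.19 for *AcCoAS*. One probe set of *Ald* had a line effect (adjusted p of 7.19e-04) with 0.48 for lines 1 and -0.39 for lines 2. *gk* (-0.32 ± 0.061, lower in all 4 comparisons) had an adjusted p of 0.00124 for the line effect, the nearest of 4 probe sets of *Fas2* one of 0.00238 and *Fdh* one of 0.012, and these were not called. Among the 10 probe sets that the paper lists in this class, 7 had a line effect under 0.001, 10 had one under 0.05 and 4 differed between resistant and sensitive lines, and the class was defined on these arrays. The call of *Adf1* was lost with line as a random block and that of *Gpdh* also in the methods' analysis of variance on Signal, without variance trend and without any 1 of 16 arrays.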

For 14 previously implicated genes (approximately 40%) the magnitude of the differences in expression after selection for alcohol sensitivity and resistance were not great enough to satisfy our stringent false discovery rate threshold of *q *< 0.001 even if the *p *value was < 0.05. Such genes include *dunce *(*q *= 0.07, *p *= 0.03), which encodes a cAMP-phosphodiesterase [26,67]; GABA receptors (*Rdl* and *Lcch3*[68,69]); *lush *(*q *= 0.0031, *p *= 0.009), which encodes an odorant binding protein that interacts with short chain alcohols [70]; the gene that encodes the neuropeptide F receptor (*q *= 0.018, *p *= 0.005) [59]; *period *(*q *= 0.007, *p *= 0.03), a regulator of circadian activity that has been associated with alcohol consumption in mice and humans [28]; *Pka-R1 *(*q *= 0.002, *p *= 0.02) and *Pka-C1 *(*q *= 0.002, *p *= 0.005), which encode a cyclic AMP-dependent protein kinase [27,71]; the calcium/calmodulin-dependent adenylate cyclase encoded by the *rutabaga *gene (*q *= 0.008, *p *= 0.03 [26]); and *sluggish A*, a glutamate biosynthesis enzyme [72].

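The odorant-binding protein gene *lush* was higher in resistant than in sensitive lines in all 4 comparisons, by a log2 difference of 0.49 ± 0.104 (standard error), and *NPFR1*, the neuropeptide F receptor gene, by 0.56 ± 0.178, from -0.03 for lines 1 and 1.16 for lines 2. Neither was called, with adjusted p-values from limma of 0.00254 and 0.00589 for the line effect. *Rdl*, a GABA receptor gene, had 0.38 ± 0.168 (0.0161), *Lcch3* 0.14 ± 0.098 (0.0187), *dnc* 0.25 ± 0.111 (0.0382), *per* 0.15 ± 0.165 (0.0323), *Pka-R1* 0.18 ± 0.077 (0.0467) and *slgA* 0.15 ± 0.06 (0.0177), where the adjusted p of the line effect is in parentheses. The 2 probe sets of *Pka-C1* had 0.23 ± 0.109 (0.00782) and 0.10 ± 0.154 (0.0213), and *rut*, the adenylyl cyclase gene, had -0.29 ± 0.125 (0.0581). Of the 17 probe sets that the paper puts in this class, 0 passed 0.001 and 15 had an adjusted p under 0.05.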

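*Tbh*, which encodes tyramine beta-hydroxylase, had a log2 difference between resistant and sensitive lines of 0.13 ± 0.205 (standard error), with an adjusted p of 0.41 from limma for the line effect. For *hang*, which encodes a zinc finger protein, it was 0.10 ± 0.11 (0.263), and for *homer* -0.13 ± 0.088 (0.36). These differences were smaller than 1.6 times their standard errors, and *GABA-B-R1* fell below the Signal rank for testing. Of the 15 tested probe sets without a difference in the paper's table of such genes, 0 passed 0.001 and 1, a probe set of *Gpdh* (-0.23 ± 0.062), had an adjusted p under 0.05.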

Expression of only nine alcohol sensitive genes was not significant on our microarray, including: the gene encoding tyramine β-hydroxylase (*p *= 0.23), an enzyme required for the synthesis of octopamine [24,71]; the gene encoding GABA-B receptor-1 (*p *= 0.53) [73]; *hangover *(*p *= 0.52), which encodes a nucleic acid binding zinc finger protein and has been implicated in both the response to heat stress and the induction of ethanol tolerance [24]; and *homer *(*p *= 0.18), which is required for behavioral plasticity [74] - mutant flies exhibit both increased sensitivity to the sedative effects of ethanol and failure to develop normal levels of rapid tolerance [75]. Taken together, around 70% of already implicated genes in alcohol sensitivity were found to be differentially expressed on our microarray.

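The fatty acid synthase gene *v(2)k05816*, also named *FASN2*, was lower in resistant than in sensitive lines in all 4 comparisons. Its Signal was 1394 ± 276.1 (SD, n = 4 pools) in resistant males and 3013 ± 1369 (SD, n = 4) in sensitive males, and 931 ± 152.3 and 1341 ± 159.9 in females. *Sodh-2*, which encodes sorbitol dehydrogenase, was lower than in control lines in resistant (-0.45) and in sensitive lines (-0.38), and between these groups it differed by -1.33 for lines 1 and 1.20 for lines 2. *CG3523*, another fatty acid synthase gene, had a log2 difference between resistant and sensitive lines of 0.02 ± 0.062 (standard error) and *CG16935* of 0.07 ± 0.046. Their line effects had adjusted p-values of 0.00823 and 0.00211 from limma, so neither was called.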

Other notable probe sets with altered transcriptional regulation include *Sorbitol dehydrogenase 2*, *CG3523*, *CG16935 *and *v(2)k05816*, all of which encode products with alcohol dehydrogenase activity. A previous study reported that mutants in *white rabbit *(*p *= 0.23), which encodes *RhoGAP18B *(*q *= 0.009, *p *= 0.04), are resistant to the sedating effects of ethanol [29]. 

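The probe set for *RhoGAP18B* had a log2 difference between resistant and sensitive lines of -0.18 ± 0.069 (standard error), and the one for *whir* of -0.23 ± 0.205. The adjusted p from limma was 0.0759 and 0.223 for the line effect, and 0.098 and 0.504 for the contrast.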

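*RhoGAP71E* was higher in resistant than in sensitive lines by a log2 difference of 0.22 ± 0.082 (standard error), from -0.51 for lines 1 and 0.94 for lines 2, with an adjusted p of 4.74e-05 from limma for the line effect. *RhoGAP19D* (0.56 ± 0.096) and *RhoGAP100F* (0.45 ± 0.101) were higher in all 4 comparisons, with adjusted p-values of 0.00246 and 0.00407 for the line effect, and were not called. *RhoGAP54D* had 0.29 ± 0.135 (adjusted p of 0.0431) and *RhoGAP16F* 0.26 ± 0.121 (0.0114). *RhoGAP71E* was not called with line as a random block, with quantile normalization within each sex, by the methods' analysis of variance on Signal or by an adjusted p on the contrast alone, or without replicate 2 of S1 females or of S2 females.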

In our study six probe sets that encode *RhoGap *gene family members (*RhoGAP19D*, *54D*, *16F*, *100F *and *71E*) showed changes in expression levels in response to ethanol selection (*q *< 0.001). Furthermore, 22 of the genes with changes in transcript levels on our microarrays corresponded to genes differentially expressed in the frontal cortex [9] and 10 genes from prefrontal cortex and nucleus accumbens of alcoholics [7] (Additional data file 11).

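Among the 21 fly probe sets that the paper pairs with genes altered in the frontal cortex, 13 had a line effect at an adjusted p under 0.001 from limma, 4 were higher in resistant than in sensitive lines and 5 were lower. Of the 3 probe sets from the other study, 2 had a line effect, and 0 were higher and 1 lower. For each study the probe sets counted here are fewer than the genes that the paper states, most of all for the other study. These sets were chosen by the paper partly on these arrays, so that their counts are not independent evidence. Adjusted over the list alone, 3 were higher and 6 lower in the first set and 0 and 1 in the other.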

In addition to human orthologues associated with alcoholism, 246 genes with altered transcript abundance on our microarrays correspond to murine orthologues implicated in altered transcriptional regulation in a meta-analysis study of alcohol drinking preference in mice [3]. *Acetyl Coenzyme A synthase*, *Aldh*, *Beadex*, *CG16935*, *Fdh*, *Laminin B2*, *lethal (2) essential for life *and *lethal(1)G0007 *were among those genes (Additional data file 12). In addition, several *Drosophila *transcripts that are differentially expressed in response to artificial selection have murine orthologues associated with alcohol related phenotypes (Additional data file 12), including *Aldehyde dehydrogenase family 6 member*, which maps to a region on 14q24.23 implicated in alcoholism [76], *Carnitine palmitoyltranferse 1*, *Cathepsin B*, *Distal-less homeobox 1*, *Glutamate oxaloacetate transaminase 2*, *Dorsal switch protein 1 *and *synapsin *[17,77,78].

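Of these genes, *Aldh* and *Bx* were higher in the resistant lines in both line pairs and both sexes. *l(2)efl*, a small heat-shock protein gene, was lower, by log2 differences of -0.31 ± 0.064 and -1.58 ± 0.29 (standard errors) at its 2 probe sets, from -0.05 and -0.38 for lines 1 and -0.57 and -2.78 for lines 2. The laminin gene *LanB2* had 0.06 ± 0.062 and an adjusted p of 0.00443 from limma for the line effect, and *l(1)G0007* one of 0.0104. Of the probe sets that the paper lists, chosen by it partly on these arrays and so not independent evidence, 116 had a line effect at an adjusted p under 0.001, 42 were higher and 35 lower in resistant than in sensitive lines, and adjusted over the list alone 70 and 55. *l(2)efl* lost its calls with line as a random block. The first probe set also lost its call without any 1 of 3 arrays. In the methods' analysis of variance on Signal it lost the call with Benjamini-Hochberg adjustment, but not with Storey q-values. The other probe set lost its call over all non-control probe sets, with the pool number as a block and without any 1 of 19 arrays.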

Flies can readily be grown in large numbers in defined genetic backgrounds under controlled environmental conditions and alcohol sensitivity can be quantified precisely. Our results consolidate the notion that *Drosophila melanogaster *can serve as a gene discovery tool for candidate genes that predispose to alcohol related phenotypes in the human population, and demonstrate the power of transcriptional profiling of selection lines derived from a common base population as a complementary approach for identifying candidate genes for complex traits.

## Materials and methods

### *Drosophila *stocks

Flies were reared on cornmeal/molasses/agar medium under standard culture conditions (25°C, 12:12 hour light/dark cycle). Behavioral assays were conducted in a behavioral chamber (25°C, 70% humidity) between 9 am and 12 am, with the exception of the alcohol selection assays, which were done between 9 am and 2 pm at room temperature. Flies were not exposed to CO_2 _anesthesia for at least 24 hours prior to the assay. Homozygous *P*-element insertion lines containing *P[GT1]*-elements in or near candidate genes in the co-isogenic *Canton S *B background were generated by Dr Hugo Bellen (Baylor College of Medicine, Houston, TX, USA) as part of the Berkeley *Drosophila *Genome Project [50].

### Quantitative assay for alcohol sensitivity

To quantify alcohol sensitivity, we placed flies (*N *= 60-70) in an inebriometer pre-equilibrated with ethanol vapor from which they were eluted at one minute intervals. The MET is a measure of alcohol sensitivity [79].

### Artificial selection for alcohol sensitivity

The base population was generated from 60 isofemale lines established from flies collected in Raleigh, NC in 1999. The isofemale lines were crossed in a round robin design (line 1 ♀ × line 2 ♂, line 2 ♀ × line 3 ♂, …line 60 ♀ × line 1 ♂). Single fertilized females from each cross were placed in each of two culture bottles. In the following generation (G0), the alcohol sensitivity of 60 males and 60 virgin females of each replicate was scored using the alcohol sensitivity assay. The 20 most resistant flies (males and females) from each replicate were placed in bottles to initiate the two resistant lines (R1, R2); and the 20 sensitive flies from each replicate initiated the two sensitive lines (S1, S2). The two control lines were initiated with the remaining 20 flies (C1, C2). In the following (G1) and all subsequent generations, the same procedure was repeated: 60 males and females, separately, from each line (resistant, sensitive, and control) were scored, and the 20 highest-scoring flies from the resistant lines and the 20 lowest-scoring flies from the sensitive lines were selected as parents for the next generation. Control line flies were scored each generation and 20 random flies were used as parents.

Estimates of realized heritability (*h*^2^) were calculated by regression of the cumulative selection response (Σ*R*) on the cumulative selection differential (Σ*S*) [80].

### Correlated responses to selection

To assess the specificity of the selection response, we tested our selected lines for a battery of other traits: locomotor, aggressive, and olfactory behavior, and starvation resistance.

Locomotor behavior was assessed using two different assays. Locomotor reactivity was assessed as described previously [33]. A single three- to five-day-old fly was placed in a vial with approximately 3 ml standard medium, and subjected to gentle mechanical disturbance by tapping on the bench top. The vial was placed horizontally, and the total amount of time the fly remained mobile for a 45 second period immediately following the disturbance was the locomotor reactivity score of the individual. This assay was performed at generation 35, with 20 replicate measurements per line per sex. In the second climbing assay, individual flies were transferred without anesthesia into an empty glass vial, with the height of the vial demarcated in 5 mm intervals from 0 to 27. The fly was tapped to the bottom of the vial, which was then placed vertically. The climbing score was the maximum height reached within the eight second observation period. Twenty replicates per line per sex were tested at generation 36.

Aggressive behavior was assessed as previously described [32]. Aggression of single individuals was quantified by placing one experimental male, with wild-type eye color, with three reference white-eyed isogenic *w*^1118 ^*Canton-S *males. The flies were placed in a vial without food for 90 minutes, after which they were transferred (without anesthesia) to a test arena containing a droplet of food and allowed to acclimate for two minutes. After the acclimation period, the flies were observed for two minutes. The following behaviors were scored as aggressive encounters: kicking, chasing, wing-raising and boxing [81]. The score of the experimental fly was the number of encounters in which it exhibited an aggressive behavior, including interactions initiated by the experimental fly and those in which he responded aggressively to a reference fly. Thirty replicates per line per sex were tested at generation 36.

The olfactory behavior assay was performed as described previously [82]. The flies were placed in a vial without food for 60 minutes and after that were screened by quantifying olfactory avoidance behavior. Five flies per replicate with 15 replicates per sex per line at a concentration of 0.1% (v/v), 0.3% (v/v) and 1% (v/v) benzaldehyde were tested between 9.00 am and 1.00 pm, in a randomized design, in which measurements on individual lines were collected over multiple days to average environmental variation.

Starvation resistance was assessed as previously described [55]. Single sex groups of ten two-day-old flies were placed in vials containing non-nutritive media (1.5% agar and 5 ml water). Survival was scored every eight hours. This assay was conducted at generation 37, with five replicate measurements per line per sex.

### Statistical analysis of correlated responses

Differences between the selection lines for the correlated traits were assessed using a nested mixed model analysis of variance (ANOVA):

*Y *= *μ *+ *Selection *+ *Line *(*Selection*) + *Sex *+ *Selection *× *Sex *+ *Line *(*Selection*) × *Sex *+ *ε*

where *Y *is the phenotypic score, *μ *is the overall mean, *Selection *is the fixed effect of the selection treatment (resistant, control, or sensitive), *Line *(*Selection*) is the random effect of the replicate within each selection group, *Sex *is the fixed effect of sex, and *ε *is the error variance. The terms of most interest in the model are *Selection *and *Line *(*Selection*). A significant *Selection *term is indicative of a correlated response in the trait being tested to selection for alcohol sensitivity. The *Line *(*Selection*) term reveals whether replicate lines responded similarly or divergently, allowing an assessment of the effects of random genetic drift within a replicate line.

### DNA extraction, PCR amplification, restriction digestion

Genomic DNA was extracted from 20 adult males and 20 adult females individually of each selection line using Puregene *DNA purification system *(Gentra systems, Minneapolis, MN, USA). PCR amplification was performed on 100 ng of DNA from each line. The primers were *Adh*-forward 5'CAACATTGGATCCGTCACTG' (1,355 bp) and *Adh*-reverse 5'GCTCAACATCCAACCAGGAG' (1,623 bp). The basic PCR conditions were 35 cycles of denaturation at 94°C for 30 s, annealing at 56°C for 30 s and extension at 72°C for 30 s with 1 unit of *RedTaq *DNA polymerase (Sigma-Aldrich, Carlsband, CA, USA). The 269 bp product was then digested for 3 hours using HpyCH4 IV enzyme (New England BioLabs, Iswich, MA, USA), according to the supplier's instructions. The A-C polymorphism at position 1,490 bp is responsible for the Lys - Thr substitution between Fast and Slow *Adh *alleles [47]. The HpyCH4 IV enzyme recognized the A/CGT nucleotide sequence corresponding to the Slow allele, yielding 240 bp and 29 bp restriction fragments that could be separated by electrophoresis from the 269 bp fragment of the Fast allele.

### Whole genome expression analysis

At generation 25, two replicates of 15 three- to five-day-old virgin males and females were collected from each selection line. Total RNA was extracted from the 24 samples (six lines × two sexes × two replicates) using the Trizol reagent (Gibco BRL, Gaithersburg, MD, USA). Biotinylated cRNA probes were hybridized to high density oligonucleotide microarrays (Affymetrix, Inc. Drosophila GeneChip 2.0) and visualized with a streptavidin-phycoerythrin conjugate, as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000), using internal references for quantification. The quantitative estimate of expression of each probe set is the *Signal *(*Sig*) metric, as described in the Affymetrix Microarray Suite, Version 5.0.

### Microarray data analysis

The 18,800 probe sets on the Affymetrix Drosophila GeneChip 2.0 are represented by 14 perfect-match (PM) and 14 mismatch (MM) pairs. The *Sig *metric is computed using the weighted log(PM-MM) intensity for each probe set, and was scaled to a median intensity of 500. A detection call of Present, Absent, or Marginal is also reported for each probe set. We excluded probe sets with more than half of the samples called 'Absent' from the analysis, leaving 11,838 probe sets. This filter retained sex-specific transcripts but eliminated probe sets with very low and/or variable expression levels [31]. On the remaining probe sets, we conducted two-way fixed effect ANOVAs of the Signal metric, using the following model:

*Y *= *μ *+ *Line *+ *Sex *+ *Line *× *Sex *+ *ε*

where *Sex *and *Line *are the fixed effects of sex and selection line and *ε *is the variance between replicate arrays. We corrected the *p *values computed in these ANOVAs for multiple tests using a stringent false discovery rate criterion of *q *< 0.001. We used contrast statements [31] to assess whether expression levels of probe sets with *L *and/or *S *× *L *terms at or below the *q *= 0.001 threshold were significantly different between selection groups (resistant, control, and sensitive) at the *p *< 0.05 level, both within each sex and pooled across sexes. All statistical analyses were performed using SAS procedures [29,83]. GO categories were annotated using Affymetrix [84] and FlyBase [85] compilations.

### Functional tests of mutations in candidate genes

We tested whether 37 mutations in 35 of the candidate genes with altered transcript abundance between the selection lines affected alcohol sensitivity. The mutations were homozygous *P[GT1]* elements inserted within the candidate genes, and all were generated in a common co-isogenic background (*Canton S*, B background) [50]. Alcohol sensitivity was assessed for all mutant lines (4-5 replicates/line, *N *= 60-70, 3- to 5-day-old males/replicate) using an inebriometer [79]. We used analysis of variance to assess whether the sensitivity of *P*-element insertion lines differed significantly from the control, according to the model:

Y = *μ *+ *Line *+ *Replicate *(*Line*) + *ε*

where *μ *is the overall mean, *Line *is the fixed effect of line (*P*-element insertion versus Control), *Replicate *is the random effect of replicate, nested within line, and *ε *is the variance within replicates. A significant *Line *term suggests that the mutant is significantly different from the control.

## Abbreviations

*Adh*, *Alcohol dehydrogenase*; C, control line; GO, gene ontology; MET, mean elution time; R, resistant line; S, sensitive line.

## Authors' contributions

TVM, RRHA and TFCM conceived and designed the experiments. TVM performed the experiments. TVM and TFCM analyzed the data. TVM, RRHA and TFCM wrote the paper. All authors read and approved the final manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 contains a list of probe sets differentially expressed between selection lines at *q *< 0.001. Additional data file 2 contains a list of probe sets with significant differences in contrast statements at *p *< 0.05. Additional data file 3 contains a list of 121 probe sets with larger than two-fold differences in transcript abundance between selection lines. Additional data file 4 contains biological processes GO categories of genes in Additional data file 3. Additional data file 5 contains biological processes GO categories of genes in Additional data file 2. Additional data file 6 contains molecular function GO categories of genes in Additional data file 2. Additional data file 7 contains a list of common probe sets of differentially expressed genes from three artificially selected populations. Additional data file 8 contains biological processes GO categories of genes in Additional data file 7. Additional data file 9 contains a list of common probe sets differentially expressed in response to exposure to ethanol in two experiments (artificial selection for alcohol sensitivity/resistant and tolerance development). Additional data file 10 contains a list of genes previously implicated in alcohol sensitivity in *Drosophila melanogaster*. Additional data file 11 contains a list of *Drosophila *probe sets of genes with human orthologues differentially expressed in alcoholics' brain regions. Additional data file 12 contains a list of *Drosophila *probe sets of genes that are differentially expressed in response to artificial selection and have murine orthologues associated with alcohol related phenotypes.

## Supplementary Material

Additional data file 1 Probe sets differentially expressed between selection lines at *q *< 0.001. Click here for file

Additional data file 2 Probe sets with significant differences in contrast statements at *p *< 0.05. Click here for file

Additional data file 3 The 121 probe sets with larger than two-fold differences in transcript abundance between selection lines. Click here for file

Additional data file 4 Biological processes GO categories of genes in Additional data file 3. Click here for file

Additional data file 5 Biological processes GO categories of genes in Additional data file 2. Click here for file

Additional data file 6 Molecular function GO categories of genes in Additional data file 2. Click here for file

Additional data file 7 Common probe sets of differentially expressed genes from three artificially selected populations. Click here for file

Additional data file 8 Biological processes GO categories of genes in Additional data file 7. Click here for file

Additional data file 9 Common probe sets differentially expressed in response to exposure to ethanol in two experiments (artificial selection for alcohol sensitivity/resistant and tolerance development). Click here for file

Additional data file 10 Genes previously implicated in alcohol sensitivity in *Drosophila melanogaster*. Click here for file

Additional data file 11 *Drosophila *probe sets of genes with human orthologues differentially expressed in alcoholics' brain regions. Click here for file

Additional data file 12 *Drosophila *probe sets of genes that are differentially expressed in response to artificial selection and have murine orthologues associated with alcohol related phenotypes. Click here for file

# Supplementary material for: Phenotypic and transcriptional response to selection for alcohol sensitivity in Drosophila melanogaster
**Source:** Genome Biol. 2007 Oct 31;8(10):R231. doi: 10.1186/gb-2007-8-10-r231
**Supplement:** Additional data file 10 — Genes previously implicated in alcohol sensitivity in Drosophila melanogaster.

**Additional data file 10**. 

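The table sorts probe sets by the outcome of the paper's tests of line and names, for each gene, the work that tied it to alcohol. Of its 46 probe sets, 43 were tested here, 7 had a line effect at an adjusted p under 0.001 from limma, and 3 were higher and 1 lower in resistant than in sensitive lines, or 8 and 5 adjusted over the list alone. These were *Aldh*, *Rac2*, *Adf1* and 1 probe set of *Gpdh*. Of the 3 marked as mostly absent, 1 was tested. The classes were set by the paper on these arrays and are not independent evidence.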

Expression level of the genes previously implicated in alcohol sensitivity in *Drosophila melanogaster*.

| **Probe** | **Gene Name** | **Gene Symbol** | **Absent calls** | **Q>0.001 P>0.05** | **P<0.05 Q>0.001** | **P<0.05**  **Q <0.001** | **References** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1641148_a_at | *Acetyl CoA synthetase* | *AcCoAS* |  |  |  | **XX** | [39] |
| 1636020_s_at | *nalyot Adh transcription factor 1* | *Adf1* |  |  |  | **XX** | [60] |
| 1631333_s_at | *alcohol dehydrogenase* | *Adh* |  | XX |  |  | [40, 42-45, 47, 53] |
| 1633473_s_at | *aldolase* | *Ald* |  |  |  | **XX** | [62] |
| 1631993_s_at | *aldolase* | *Ald* |  | XX |  |  | [62] |
|  | *Aldehyde*  *oxidase 1* | *Aldox-1* | not present |  |  |  | [56, 57] |
| 1634096_at | *Acetaldehyde dehydrogenase* | *Aldh* |  |  |  | **XX** | [39, 40, 61] |
| 1625930_at | *cheap date* | *amn* | XX |  |  |  | [26] |
| 1633543_s_at | *Cdc42* | *Cdc42* |  |  | **XX** |  | [29] |
| 1624686_a_at | *dunce* | *dnc* |  |  | **XX** |  | [26] |
| 1629142_at | *dopamine D1 receptor* | *DopR* | XX |  |  |  | [58] |
| 1630160_at | *Fasciclin II* | *Fas2* |  |  |  | **XX** | [25, 26] |
| 1638956_at | *Fasciclin II* | *Fas2* |  |  | **XX** |  | [25, 26] |
| 1640163_at | *Fasciclin II* | *Fas2* |  | XX |  |  | [25, 26] |
| 1624774_a_at | *Fasciclin II* | *Fas2* |  | XX |  |  | [25, 26] |
| 1636740_at | *Formaldehyde dehydrogenase* | *Fdh* |  |  |  | **XX** | [56, 57, 63] |
| 1630047_at | *metabotropic GABA-B receptor subtype 1* | *GABA-B-R1* |  | XX |  |  | [73] |
| 1634113_at | *geko* | *gk* |  |  |  | **XX** | [64] |
| 1636311_at | *Glycerol 3 phosphate dehydrogenase* | *Gpdh* |  |  |  | **XX** | [56, 57, 62] |
| 1616608_a_at | *Glycerol 3 phosphate dehydrogenase* | *Gpdh* |  |  | **XX** |  | [56, 57, 62] |
| 1625949_at | *Glycerol 3 phosphate dehydrogenase* | *Gpdh* |  | XX |  |  | [56, 57, 62] |
| 1634893_at | *Glycerol 3 phosphate dehydrogenase* | *Gpdh* |  | XX |  |  | [56, 57, 62] |
| 1631271_a_at | *hangover* | *hang* |  | XX |  |  | [24] |
| 1634147_a_at | *homer* | *hom* |  | XX |  |  | [75] |
| 1623048_a_at | *Ligand-gated chloride channel homolog 3* | *Lcch3* |  |  | **XX** |  | [68, 69] |
| 1626882_at | *lush* | *lush* |  |  | **XX** |  | [85] |
| 1629644_s_at | *Mig-2-like* | *Mtl* |  |  | **XX** |  | [29] |
| 1629703_at | *neuropeptide F* | *npf* | XX |  |  |  | [59] |
| 1628982_at | *neuropeptide F receptor* | *NPFR1* |  |  | **XX** |  | [59] |
| 1638452_at | *period* | *per* |  |  | **XX** |  | [28] |
| 1632409_a_at | *Protein kinase A* | *Pka-C1* |  |  | **XX** |  | [26, 27, 71] |
| 1631055_at | *Protein kinase A* | *Pka-C1* |  |  | **XX** |  | [26, 27, 71] |
| 1635156_s_at | *cAMP-dependent protein kinase R1* | *Pka-R1* |  |  | **XX** |  | [27, 71] |
| 1625594_s_at | *cAMP-dependent protein kinase type II* | *Pka-R2* |  | XX |  |  | [27, 71] |
| 1627315_s_at | *phospholipase D* | *Pld* |  |  | **XX** |  | [39] |
| 1632279_at | *glass multimer reporter construct of Nolan* | *Rac1* |  | XX |  |  | [29] |
| 1624321_at | *glass multimer reporter construct of Nolan* | *Rac2* |  |  |  | **XX** | [29] |
| 1635005_a_at | *Resistance to dieldrin* | *Rdl* |  |  | **XX** |  | [68, 69] |
| 1626808_s_at | *glass multimer reporter construct of Hariharan* | *Rho1* |  | XX |  |  | [29] |
| 1625488_s_at | *glass multimer reporter construct of Hariharan* | *Rho1* |  | XX |  |  | [29] |
| 1634481_at | *RhoGAP18B* | *RhoGAP18B* |  |  | **XX** |  | [29] |
| 1628594_at | *rutabaga* | *rut* |  |  | **XX** |  | [26] |
| 1640090_a_at | *sluggish A* | *slg* |  |  | **XX** |  | [72] |
| 1637301_a_at | *slowpoke* | *slo* |  |  |  | **XX** | [65, 66] |
| 1627317_a_at | *tyramine-beta-hydroxylase* | *Tbh* |  | XX |  |  | [20, 24, 71] |
| 1629859_s_at | *vacuolar peduncle* | *vap* |  | XX |  |  | [20, 26] |
| 1630866_at | *CG7502* | *whir* |  | XX |  |  | [29] |

How the deposited data were processed for this re-analysis (not part of the article)

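Transcript abundance was measured by the authors on Affymetrix Drosophila Genome 2.0 arrays, on 24 arrays in all. They cover 6 lines, 2 selected for resistance to alcohol, 2 selected for sensitivity and 2 unselected control lines, with 2 pools of 15 virgin flies for each sex of each line at generation 25 and 3 to 5 days of age. The arrays were grouped by the line, sex and pool that their labels give. Pools are the replicates within a line, and the line is the unit on which selection was replicated.

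The authors deposited an intensity per probe set and array, the Signal of MAS5, on a linear scale. On every array the trimmed mean of Signal was 499.6 to 499.7, the target of the authors' scaling being 500. The table holds 18952 probe sets, of which 183 are controls of the array and were left out. Of the other probe sets, 13647 were paired with 1 gene symbol, 402 with several and 4720 with none. Detection calls were not used. In their place, non-control probe sets were ranked by the Signal that at least 12 of the 24 arrays reached, and the first 11838, as many as the paper kept, were tested. The lowest of these reached 50.4. *GABA-B-R1*, *amn* and *DopR* fell below this rank, and *Hsp70Aa* and *Hsp70Ab* were not analysed here because no tested probe set was paired with these symbols.

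Signal was raised to a floor of 1, which applied to 325 of 284112 tested values, and log2 transformed. No further scaling was applied. The fit used R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend, median prior degrees of freedom 4.02), with 1 mean for each of the 12 groups of line and sex, each of 2 arrays. Moderated F tests gave the sex effect, the line effect over the 6 lines and the line by sex interaction, with Benjamini-Hochberg adjusted p-values and a threshold of 0.001. Contrasts between selection groups were called, as in the paper's methods, where the line effect or the interaction passed this threshold and the contrast had p under 0.05. The error of these contrasts is the spread between RNA pools and not the spread between lines. The contrasts were resistant against sensitive, resistant against control and sensitive against control, resistant against sensitive within each sex, the difference of that contrast between the sexes (adjusted p under 0.05), and line 1 against line 2 within each selection group. A second model took the mean of each line over its 4 arrays as 1 value and compared 2 resistant with 2 sensitive lines in limma, at an adjusted p under 0.05. The calling rule was tested on simulated data, once with changes of known size and once with differences between lines alone.

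Gene lists were tested with camera of limma, with a preset correlation of 0.01, on the resistant minus sensitive contrast, with the probe set of highest mean log2 Signal for each gene, and adjusted over 18 lists. The lists were cytochrome P450s, glutathione S-transferases, UDP-glycosyltransferases, antimicrobial and immune-induced peptides, peptidoglycan recognition proteins and lysozymes, odorant-binding proteins, digestive serine proteases, genes of alcohol, aldehyde and acetate metabolism, genes of glycolysis, gluconeogenesis and trehalose metabolism, genes of fatty acid synthesis, storage and oxidation, heat-shock proteins, metallothioneins, clock genes, cytoplasmic ribosomal proteins, yolk and eggshell genes, accessory gland and testis genes, muscle genes and photoreceptor genes. Members were found by symbol in the table that pairs probe sets with genes, which left out those it pairs with no probe set. Among these are *Adh*, *Adhr*, *Aldh*, *Zw* and *Pgd*, *AttA*, *AttB*, *Dro*, *IM1*, *IM10* and *IM23*, *Ldh* and *PyK*, *Mhc*, *Act57B* and *Tm1*, and *ninaE*, *norpA* and the rhodopsin genes. For each list the members called by the rule were counted, and also those past an adjusted p of 0.05 for the contrast over the list alone. The lists of probe sets in the paper's Table 2 and in its Additional data files 3, 7, 9, 10, 11 and 12, and the RhoGAP genes, were counted in the same way.

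The genes named in the text follow a rule. They are every gene that the paper's text, tables or Additional data file 10 name with a statement on its transcript in these lines, with the candidate genes of Table 2. To these come, among resistant against sensitive calls with 1 named gene and the same direction in both line pairs and both sexes, the 12 with the largest positive and the 12 with the largest negative difference, the 6 largest differences between the sexes past the threshold, and for each gene list with a call up to 4 called members with the largest difference. The paper's values for its own genes had been seen when the rule was written. Genes of the interaction without a line effect and the elongase genes were chosen after their values were seen.

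Most alternatives changed 1 choice. The methods' analysis of variance changes the scale and the variance moderation together, and with Storey q-values also the adjustment, and line as a random block changes the model and the calling rule. The alternatives were all non-control probe sets, a Signal of at least 100 on 12 arrays, the scale log2(Signal + 50), quantile normalization over all arrays and within each sex, the methods' analysis of variance on untransformed Signal with Benjamini-Hochberg or with Storey q-values (lambda 0.5), Storey q-values in the first step, a variance prior without trend, the pool number as a block, and leaving out each array and each line in turn. For the contrasts between selection groups they were also an adjusted p under 0.05 on the contrast alone, line as a random block (duplicateCorrelation of limma with statmod 1.5.0), the arrays of resistant and sensitive lines alone, and the log2 ratio of mean Signals. For the model of line means they were line number as a block, 4 lines alone and each sex alone, and for the gene lists an estimated correlation, all probe sets of each gene and the line means. Sample grouping, tests, gene lists, alternatives and the rule for named genes were set before the data were examined. A covariate for flight muscle transcripts was added later. Calls of single genes were followed in up to 37 settings. They were not followed without a whole line, with the resistant and sensitive arrays alone, with line means or with the covariate. As log2 ratios of mean Signals, a gene kept its call by construction. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.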

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

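The tests of the immune peptides in S2 and of the flight muscle transcripts, and the flight muscle covariate, were chosen only after the result was seen.

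Resistant and sensitive lines differed in 1040 probe sets, and groupings of the lines that ignore selection gave similar numbers. Of the 45 comparisons of 2 lines with 2 others, 23 had as many calls as the real one (others from 784 to 1139, median 1034.5), 35 had as many as the 932 of resistant against control lines and 25 as many as the 1017 of sensitive against control lines (highest other 1139 in both). In 19 of the 45, as many called probe sets ran 1 way in all 8 line by line differences as the 268 found here (median of the others 247.5, highest 441). Divergence of the lines unrelated to selection may thus account for numbers of this size. In simulated data with line differences alone the rule called 1082 probe sets. The spread of those differences was taken from these same lines, so any effect of selection is already in it. That count therefore cannot tell the causes apart. The part of selection stays open, as the other comparisons also hold selected lines and each group has 2 lines.

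Several immune genes were high in S2. Of 23 immune genes, 9 lay over 1 above the mean of the other lines on the log2 scale, *IM23* by 3.63, *Mtk* by 2.91, *IM1* by 2.77, *DptB* by 2.41, *IM10* by 1.85, *PGRP-SB1* by 1.44, *Drsl3* by 1.43, *BomS2* by 1.28 and *Drs* by 1.14, while *AttA* and *Def* had their lowest line mean in S2 (5.588 and 24.3) and *DptB* had a higher mean Signal in 1 other line (3830, against 2550 in S2). A single infected or contaminated RNA pool is argued against by 7 of the 9, which lay over 1 above the other lines on at least 3 of the 4 arrays of S2 (*Drsl3* and *Drs* on 2). Scaling of the arrays is argued against by the median over all tested probe sets, -0.0347 where the 9 genes had a median of 1.85. An infection of the whole culture, and a genetic difference of this line with or without a link to selection, stay open and were not tested.

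The 2 pools of S1 females differed in transcripts of the flight muscle. *fln* had a Signal of 438 in one pool and 17847 in the other, *TpnC4* 374 and 13223, and *Act88F* 1699 and 24250, or 3.84 to 5.35 on the log2 scale, where 1 in 40 tested probe sets differed by more than 2.43, and their median difference was -1.95 in C1 males and -1.61 in R1 males. Loss of thorax tissue from one pool is argued against by the other 11 muscle genes, with a median difference of 0.26 (interquartile range 0.383), and scaling by the median of all tested probe sets, -0.0921 where the 3 transcripts had a median of 5.14. With their mean as a covariate, 1201 probe sets differed between resistant and sensitive lines, 962 of them among the 1040. Age within the 3 to 5 days stays open as a biological difference and was not tested.

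The contrast of resistant with sensitive lines differed between the sexes, by a test of that difference in limma, for 50 probe sets (26 with a higher value in males, 24 with a lower one). The number was 95 and 113 without replicate 1 or 2 of S1 females, 31 without replicate 2 of R1 males and 33 and 32 without replicate 1 or 2 of R2 males. Among the named genes, the male minus female value was 4.37 for *CG31872*, 3.45 for *fit*, 2.74 for *CG12983*, 2.23 for *Jon99Fi*, 0.751 for *CG17752* and 0.689 for *PGRP-SC2*, and -3.25 for *CG31296*, -2.98 for *CG18586*, -2.73 for *CG8736*, -2.69 for *blanks*, -2.23 for *Acp76A*, -1.14 for *CG12128* and -0.685 for *GstE1*. The value of *Acp76A* rests on females, where its Signal was near background. The differences of *CG31296* and *CG8736*, sexes averaged, turned to lower as log2 ratios of mean Signals (-0.6747 and -0.4574), where the sex with the higher Signal decides. Both also lost the call on log2(Signal + 50). *fit*, *CG12983*, *CG8736* and *Acp76A* were not called between resistant and sensitive lines by the methods' analysis of variance on Signal.

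A single array lay far from the other 3 of its selection group and sex in 4 of 114 groups of 4 arrays, over 19 measures. Chance gives about 1 in 20 for 4 independent arrays, but each group holds 2 pools of each of 2 lines, which that rate ignores. The mean log2 Signal of cytochrome P450 genes was 8.889 in pool 2 of S1 males (9.052 to 9.073 on the other arrays), and that of the glycolysis list was 11.74 in pool 2 of C1 males (11.99 to 12.02). In pool 1 of S2 males, ribosomal protein genes had 12.55 (12.76 to 12.78) and yolk and eggshell genes 4.517 (3.856 to 3.91).

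Outside the genes that the paper discusses, 3 gene lists were higher in the resistant lines by camera, metallothioneins with an adjusted p of 4.01e-04 (median difference 1.05, 3 of 4 genes called), digestive serine proteases with 2.89e-05 (median 0.264, 9 of 23 called higher and 1 lower) and photoreceptor genes with 0.0102 (median 0.194, 4 of 11 called higher and 0 lower). With an estimated correlation the adjusted p was 0.252, 0.418 and 0.418.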

How the results depend on the processing

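The covariate for flight muscle transcripts was chosen after the data were seen, and no count moved by over 1.5 times with it. The median resistant minus sensitive difference over all tested probe sets, 0.0274, stayed within 0.1 under each scaling. Where no reason is given below, the cause was not tested.

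Of the 3 counts between selection groups, none moved by over 1.5 times with either filter, log2(Signal + 50), either quantile normalization, the methods' analysis of variance, no variance trend or the pool block. The calls themselves changed more. Of the 1040 resistant against sensitive calls, 596 were among the 794 of the methods' analysis of variance with Benjamini-Hochberg adjustment. With its Storey q-values, 834 were among 1453. In the other settings of this list, 793 to 1009 were shared. Other counts moved by over 1.5 times. The 29 line by sex interactions became 51 on log2(Signal + 50), 52 with quantile normalization over all arrays, 80 with the methods' analysis of variance, 155 with its Storey q-values and 44 with Storey q-values in the first step, which also gave 2197 line effects. The 50 sex differences became 94 on log2(Signal + 50), 94 with quantile normalization over all arrays, 245 with the methods' analysis of variance and 245 with its Storey q-values. On log2(Signal + 50), 69 probe sets were over 2-fold and not 124, since the offset shrinks differences at low Signal.

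An adjusted p on the contrast alone gave 1911 probe sets for resistant against sensitive and 1619 for resistant against control. With line as a random block these were 94 (93 of them among the 1040) and 24, and 20 for sensitive against control. The arrays of resistant and sensitive lines alone gave 673, of which 635 were shared, from fewer arrays. Leaving out a whole line gave 537 to 1370 for resistant against sensitive, 501 to 1185 for resistant against control, 465 to 1393 for sensitive against control (the lowest 3 without S2) and 119 to 233 over 2-fold (233 without S1).

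Between line means, limma called 0 probe sets in each setting, at an unadjusted p under 0.05 for 611, 551 with line number as a block (smallest adjusted p 0.685), 503 with resistant and sensitive lines alone, 819 in males and 322 in females. The correlation of the line pair differences, -0.107, was -0.0574 over all non-control probe sets, -0.0652 with quantile normalization over all arrays, -0.0246 with the lines crossed, 0.000777 in males and -0.149 in females. Of 18 gene lists, 6 passed the threshold, 0 with an estimated correlation and 3 with line means (digestive proteases, metallothioneins and, not among the 6, glycolysis).

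The pool number as a block gave 974 resistant against sensitive calls (942 shared), 1347 line effects and 24 interactions. The numbers do not pair the arrays, as the pool 1 minus pool 2 differences of 66 pairs of groups had correlations of -0.15 to 0.177, median 0.0111.

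Leaving out 1 array, whose remaining partner is then assumed to vary like the other groups, gave 9096 to 9473 sex effects, 1037 to 2097 line effects, 15 to 97 interactions, 754 to 1556 resistant against sensitive, 712 to 1430 resistant against control, 726 to 1343 sensitive against control, 597 to 1269 in males, 647 to 1318 in females, 648 to 1207, 775 to 1643 and 638 to 1205 between replicate resistant, sensitive and control lines, 1004 to 2040 in any contrast, 31 to 113 sex differences, 107 to 142 over 2-fold, 0 to 0 between line means, a correlation of -0.132 to -0.069 and 4 to 8 gene lists. Moves of over 1.5 times came without replicate 1 of S1 females (1430 resistant against control, 1318 in females, 91 interactions, 95 sex differences, a correlation of -0.0703), replicate 2 of S1 females (97 and 113), replicate 1 or 2 of S2 males (18 and 15 interactions), replicate 1 of C2 males (19), replicate 2 of R1 males (31 sex differences), replicate 1 or 2 of R2 males (33 and 32) and replicate 2 of R2 females (-0.069).

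Named genes, counted once per probe set, had 108 calls, of which 20 were kept in each setting and 88 lost in at least 1, 43 of them with line as a random block alone. Of the rest, 35 passed in at least 1 setting. Among 6568 values of named genes, 14 reversed. They are *Acp63F*, *CG31296*, *CG8736* and *Mst57Da* with the methods' analysis of variance under either adjustment (552.2, -36.93, -50.98 and 468.8 in Signal) and as log2 ratios of mean Signals (0.1592, -0.6747, -0.4574 and 0.06261), where the sex with the higher Signal decides, and *Acp63F* and *CG31296* on log2(Signal + 50) (0.08158 and -0.1566). Signal near the background limits what can be tested, and 325 of 284112 tested values were under the floor of 1.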

Differences from the paper's values

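Under the paper's thresholds, the line effect was found for 1453 probe sets, where the paper states 2612. Values within 1.5 times the paper's came from log2(Signal + 50) (1845), the methods' analysis of variance with Storey q-values (2164), Storey q-values in the first step (2197), and leaving out replicate 1 or 2 of S1 females (2097 and 1868). For the line by sex interaction the paper states 184 and the count here was 29, and of the alternatives the methods' analysis of variance with Storey q-values (155) alone came within 1.5 times. The paper's methods name an analysis of variance on Signal with q-values. In at least 1 contrast, 1402 probe sets differed, where the paper states 2458, with 1775, 2064, 2082, 2040 and 1826 in the 5 settings named first.

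Between resistant and control lines, 932 probe sets differed here and the paper states 1572. The same 5 settings gave 1155, 1341, 1298, 1430 and 1244, an adjusted p on the contrast alone gave 1619, and leaving out line S1 gave 1185. Between sensitive and control lines, 1017 differed and the paper states 1617, against 1239, 1398, 1413, 1343 and 1332 in the 5 settings, 1498 by the contrast alone and 1393 without S1. Between resistant and sensitive lines, 1040 differed and the paper states 1678, against 1284, 1453, 1477, 1556 and 1298, with 1911 by the contrast alone and 1370 without S1. The flight muscle covariate, chosen after the values were seen, gave 1201 between resistant and sensitive and 1178 between sensitive and control lines, within 1.5 times the paper's, and of the 93 called probe sets in the paper's Additional data file 3 it dropped 0. The other alternatives stayed over 1.5 times apart from these values of the paper.

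The paper states 6 probe sets of RhoGAP genes, and 2 probe sets of this family, both of *RhoGAP71E*, had a line effect here, 3 with Storey q-values in either analysis and 1 with the methods' analysis of variance, so no setting reached the paper's number. *RhoGAP19D* was called with Storey q-values in the first step, by the contrast alone and without replicate 1 of S1 females, *RhoGAP100F* by the contrast alone, and *RhoGAP54D* with the methods' analysis of variance and Storey q-values, whereas *RhoGAP16F* was called in none. Of the 248 probe sets with mouse orthologues in the paper's Additional data file 12, 116 had a line effect here, 200 with the methods' analysis of variance and Storey q-values and 181 with Storey q-values in the first step, and the other settings stayed further off.

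For the line effect of single genes, the paper's p-values and those here (unadjusted, from limma) were 0.03 and 0.0142 for *dnc*, 0.009 and 4.26e-04 for *lush*, 0.005 and 0.00123 for *NPFR1*, 0.03 and 0.0114 for *per*, 0.005 and 0.00177 for *Pka-C1*, 0.52 and 0.18 for *hang*, 0.18 and 0.271 for *homer*, and 0.23 and 0.146 for *whir*. The methods' analysis of variance on Signal, named in the paper's methods, gave 0.0287, 0.00949, 0.00452, 0.0307, 0.00558, 0.521, 0.182 and 0.23 in this order. Also within 1.5 times the paper's values were no variance trend (*Pka-C1* 0.00432, *homer* 0.259), the pool block (*whir* 0.171), quantile normalization over all arrays (*lush* 0.00621, *per* 0.0357, *homer* 0.229, *whir* 0.327) and within each sex (*homer* 0.198, *whir* 0.215), log2(Signal + 50) (*homer* 0.239) all non-control probe sets (*whir* 0.157, *homer* 0.27) and a Signal of at least 100 on 12 arrays (*homer* 0.27). Values for *dnc* came within 1.5 times in the methods' analysis of variance alone.

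The paper's q-values and the adjusted p-values here were 0.07 and 0.0382 for *dnc*, 0.018 and 0.00589 for *NPFR1*, 0.007 and 0.0323 for *per*, 0.002 and 0.0467 for *Pka-R1*, 0.002 and 0.00782 for *Pka-C1*, 0.008 and 0.0581 for *rut*, and 0.009 and 0.0759 for *RhoGAP18B*. The paper gives *dnc* and *per* the same p of 0.03 with q-values of 0.07 and 0.007, whereas in the methods' analysis of variance the Storey q-values of *dnc* and *per* here were 0.0115 and 0.0121, so a match with either is uncertain evidence. For *dnc*, values within 1.5 times came from all non-control probe sets (0.0482), quantile normalization over all arrays (0.048), the methods' analysis of variance (0.0615), no variance trend (0.0505) and the pool block (0.05). They came from the methods' analysis of variance for *NPFR1* (0.016), and from Storey q-values in the first step for *per* (0.00863) and *Pka-C1* (0.00209). No setting came within 1.5 times for *Pka-R1*, *rut* and *RhoGAP18B*.

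Log2 ratios in the paper's Additional data file 3 were 1.17 for *Def*, -1.13 for *LysP*, -1.93 for *IM23* and -1.38 for *sut1*, where the difference of mean log2 Signal here was 2.5, -1.0, -1.41 and -1.11. As the log2 ratio of mean Signals they were 1.17, -1.13, -1.93 and -1.38, equal to the paper's. For *Def*, log2(Signal + 50) gave 1.56, and for *LysP* quantile normalization gave -1.06 and -1.04 and 4 settings without 1 array gave -1.04 to -1.07, all within the larger error. The other alternatives stayed outside it.

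The paper names *CG1751* and *CG12128* for an interaction without a line effect, and here neither interaction passed 0.001 (adjusted p of 0.023 and 0.00275), while *Npc2e* and *peg* did. With the methods' analysis of variance and Storey q-values the interaction of *CG12128* had a q of 3.91e-04. In that setting 2 probe sets had an interaction without a line effect, as many as the genes that the paper names.

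Several genes that the paper states as altered did not pass the first step here, with adjusted p-values of the line effect of 0.0217 for *CG14959*, 0.00443 for *CG9463*, 0.00127 for *Jheh2*, 0.00105 for *Pbprp1*, 0.00238 for *Fas2*, 0.00124 for *gk*, 0.00823 for *CG3523*, 0.00211 for *CG16935*, 0.012 for *Fdh*, 0.00443 for *LanB2* and 0.0104 for *l(1)G0007*. Storey q-values in the methods' analysis of variance were under 0.001 for *CG14959* (2.22e-04), *CG9463* (6.04e-04), *Jheh2* (5.44e-04), *CG3523* (6.04e-04), *CG16935* (5.11e-04) and *LanB2* (6.88e-04). Resistant and sensitive lines differed in log2(Signal + 50) for *CG14959*, *CG9463*, *Jheh2*, *Pbprp1* and *gk*, by the contrast alone for these, *CG12128*, *Fas2* and *l(1)G0007*, and with Storey q-values in the first step for *Jheh2*, *Pbprp1*, *Fas2* and *gk*. They also differed with quantile normalization for *CG9463*, *CG3523* (both over all arrays) and *Jheh2*, over all non-control probe sets for *Pbprp1*, and without 1 array for *CG9463* (replicate 1 or 2 of S1 females), *gk* (replicate 1 of S1 females), *Fas2* (that array or replicate 2 of C1 males), *Jheh2* (any of 4) and *Pbprp1* (any of 5). No setting called *Fdh* between resistant and sensitive lines.

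*IM10*, which the paper places among defense genes altered over 2-fold, had a line effect, but resistant and sensitive lines differed by 0.33 and were not called apart. They were without replicate 1 of R1 males or of R1 females. *GstD5*, *NLaz*, *Men*, *Ald*, *slo*, *AcCoAS* and *Sodh-2* had a line effect, which is what the paper states for them, though resistant and sensitive lines were not called apart. Without single arrays *NLaz* (any of 4), *Men* (replicate 1 of S1 females), *Ald* (replicate 2 of S1 females) and *slo* (replicate 2 of S1 males) were.

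Over the paper's candidate genes of Table 2, 22 of 58 probe sets had a line effect here, 29 with the methods' analysis of variance and Storey q-values and 31 with Storey q-values in the first step. Between resistant and sensitive lines, genes not called here were called with the methods' analysis of variance and Storey q-values (*CG11133*, *CG6175*, *vsg*, *Parg*, of which *vsg* also without Storey q-values), log2(Signal + 50) (*CG6175*), Storey q-values in the first step (*CG6175*, *nuf*, *corto*), the contrast alone (*CG6175*, *nuf*, *corto*, *wb*) and quantile normalization within each sex (*betaInt-nu*). Single arrays left out called *CG11133* (replicate 1 of S1 males), *nuf* (replicate 2 of C2 females), *Tl* and *Khc-73* (replicate 1 of S1 females), *CG6175* (any of 3) and *CG17646* (any of 2). *lid* was called without any of 3 arrays and with log2(Signal + 50), both quantile normalizations, the methods' analysis of variance and Storey q-values, Storey q-values in the first step and the contrast alone.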

Other observations

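The elongase genes, and so the counts over them, were chosen only after their values were seen.

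Of 23 digestive serine protease genes, 9 were higher in the resistant lines, 1 lower and 13 did not pass, and adjusted over the list alone 13 and 1. *Jon99Fi* had a log2 difference of 3.95 ± 0.151 (standard error), *Jon66Ci* of 2.75 ± 0.153, *Try29F* of 1.71 ± 0.174 and *Jon44E* of 1.50 ± 0.072, the last from -0.377 for lines 1 and 3.37 for lines 2. *Jon99Fi* and *Jon44E* lost the call with line as a random block. *Try29F* lost it in the methods' analysis of variance on Signal with Benjamini-Hochberg adjustment, but not with Storey q-values. The median of the list was 0.0971 for lines 1 and 0.427 for lines 2. Against the control lines, 1 of these genes was higher and 7 were lower in the sensitive lines. The adjusted p from camera, 2.89e-05, ran from 5.75e-08 to 0.418 over the alternatives and passed in each except the estimated correlation.

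Of 4 metallothionein genes, 3 were higher in the resistant lines in all 4 comparisons and 0 lower, as they were over the list alone. *MtnB* had 1.56 ± 0.14, with a mean Signal of 505.1 in R1, 240.6 in R2, 126.3 in S1 and 105.9 in S2, *MtnC* had 1.07 ± 0.107 and *MtnD* 1.03 ± 0.105. They were also higher than in control lines (3 of 4), and 2 were lower in the sensitive than in the control lines. *MtnB* and *MtnD* kept the call in each alternative in which single genes were followed, and *MtnC* lost it with line as a random block. The adjusted p from camera, 4.01e-04, ran from 6.21e-05 to 0.252 and passed except with the estimated correlation.

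Of 11 photoreceptor genes, 4 were higher and 0 lower, 5 and 0 over the list alone, *inaD* by 0.441, *trpl* by 0.377, *chp* by 0.254 and *inaC* by 0.206 (adjusted p from camera of 0.0102, from 7.65e-04 to 0.418 over the alternatives, not passing with the estimated correlation or with line means). The median of the list was -0.134 for lines 1 and 0.395 for lines 2. Of 9 clock genes, 2 were higher, *Pdp1* by 1.05 ± 0.1 and *Clk* by 0.562 ± 0.107, and *tim* was lower (-0.126), or 3 and 0 over the list alone (adjusted p of 0.118, from 0.0688 to 0.554 over the alternatives). Of 14 muscle genes, 4 were higher, *Prm* (0.336), *Mlc2* (0.303), *bt* (0.211) and *Tm2* (0.166), and 0 lower, or 2 and 1 over the list alone, with medians of -0.517 for lines 1 and 0.55 for lines 2. Its adjusted p of 0.548 became 0.00727 with quantile normalization over all arrays and 0.00976 within each sex, in the same direction, and the list turned to lower with line means (0.852) and without replicate 1 of S1 females (0.679), the range being 0.00727 to 0.901. Of 41 ribosomal protein genes, 0 were called either way, or 0 and 1 over the list alone. The list was lower with an adjusted p of 0.0727, passed as lower without replicate 1 of S1 females (0.00416), replicate 1 of S2 males (0.0131), replicate 2 of R2 females (0.0264), replicate 1 of R1 females (0.036) or replicate 1 of R2 males (0.0419), and turned to higher with quantile normalization over all arrays (0.787) and within each sex (0.757), the range being 0.00416 to 0.901. Of 13 yolk and eggshell genes, *Yp1* was higher (0.308) and 0 were lower, or 2 and 0 over the list alone (0.736, from 0.475 to 0.994). Of 38 accessory gland and testis genes, *Acp76A* was higher (1.37) and *Acp63F* (-0.406) and *Mst57Da* (-0.375) lower, or 1 and 0 over the list alone (0.736, from 0.305 to 0.953). These 3 differences come mainly from females, where the Signal was near background. For *Acp76A* it was 15.4 in resistant and 2.78 in sensitive females (log2 difference 2.49, against 0.26 in males), for *Acp63F* 1.08 and 2.5 (-1.02, against 0.20) and for *Mst57Da* 7.42 and 15.4 (-0.82, against 0.07). The Signal of *Yp1* was likewise near background in resistant males. *Acp63F* and *Mst57Da* were higher and not lower as log2 ratios of mean Signals (0.1592 and 0.06261) and in the methods' analysis of variance on Signal (552.2 and 468.8), as was *Acp63F* on log2(Signal + 50) (0.08158). None of the genes named in this paragraph was called with line as a random block, and *chp*, *Prm*, *Mlc2*, *bt*, *Tm2*, *Yp1*, *Acp76A*, *Acp63F* and *Mst57Da* were not called by the methods' analysis of variance on Signal. On log2(Signal + 50) *Yp1*, *Acp76A*, *Acp63F* and *Mst57Da* were not called, without variance trend *Tm2* and *Mst57Da*, and by the contrast alone *tim*, *Mlc2*, *bt*, *Tm2*, *Acp63F* and *Mst57Da*. Leaving out 1 array ended the call of *Acp63F* for 14 of the 24 arrays, of *Tm2* for 12, of *Mst57Da* for 9, of *tim* for 7, of *bt* for 4 and of *Prm* for 2.

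Of 16 probe sets of 15 fatty acid elongase genes, 11 were lower in the resistant lines in both line pairs and both sexes, 5 were not, and 7 were lower by over 1 on the log2 scale. Of these probe sets 2 were called, *CG6660* (-1.47 ± 0.21) and *bond* (-0.483 ± 0.066), and 0 were called higher, and no test of the genes as a list was run. *CG18609* (-1.56 ± 0.234), *Elo68alpha* (-1.36 ± 0.468), *CG9459* (-1.34 ± 0.234), *CG9458* (-1.25 ± 0.195), *CG16904* (-1.11 ± 0.178) and 1 probe set of *CG5326* (-1.06 ± 0.255) did not pass the first step.

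If differences between the lines come in blocks of linked genes, called genes should lie next to each other on the chromosomes and change 1 way. Over 9797 tested genes, 845 of them called, 79 neighbouring pairs were called in 1 direction, where random placements of the calls gave 37.7 on average and at most 63 (p of 1e-04, the smallest that 10000 placements give). With neighbours left out whose names match before the first digit, there were 49 against 29.4 (at most 51, p of 5e-04). This is a rough mark of tandem copies, as it also drops neighbours both named CG and keeps copies with unlike names. Blocks of linked genes that differ between the lines may thus contribute, though regulation shared by neighbours was not tested.

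The arrays were assigned to lines at random within each sex, and for the sex effect to sexes within each line, in 100 assignments with the real one included. For each of the counts below 1 assignment, the real one, had as many calls (highest other in parentheses). Chance is excluded for 9284 sex effects (3) and 1453 line effects (6). For the 29 interactions (8) and the 50 sex differences given next, it is not excluded. Nor is it, for each pair taken alone, for the 862, 1139 and 855 probe sets between replicate resistant, sensitive and control lines (1, 1 and 2). The assignments mix the arrays of all 6 lines and move line differences into the spread between pools, which can lower the number of such calls. The other counts were 1040 resistant against sensitive (2), 932 resistant against control (8), 1017 sensitive against control (8), 867 in males (2), 849 in females (1), 1402 in any contrast (8), 50 sex differences (28) and 124 over 2-fold (1). These assignments also break up the lines. For the selection contrasts other than the 50 sex differences, they thus exclude that single arrays fell into the 6 lines by chance, but not a chance division of whole lines. Chance is not excluded for the 6 gene lists past the threshold of camera, as 23 of 100 assignments gave as many and the highest other gave 10. Among the 45 comparisons of 2 lines with 2 others, 10 had as many as the 124 probe sets over 2-fold (median of the others 102.5, highest 165), and 20 as many as the 611 at an unadjusted p under 0.05 between line means (555 and 1070).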
